# Sex differences in heart mitochondria regulate diastolic dysfunction

**DOI:** 10.1038/s41467-022-31544-5

**Published:** 2022-07-04

**Authors:** Yang Cao, Laurent Vergnes, Yu-Chen Wang, Calvin Pan, Karthickeyan Chella Krishnan, Timothy M. Moore, Manuel Rosa-Garrido, Todd H. Kimball, Zhiqiang Zhou, Sarada Charugundla, Christoph D. Rau, Marcus M. Seldin, Jessica Wang, Yibin Wang, Thomas M. Vondriska, Karen Reue, Aldons J. Lusis

**Keywords:** Mechanisms of disease, Heart failure, Mitochondria

## Abstract

Heart failure with preserved ejection fraction (HFpEF) exhibits a sex bias, being more common in women than men, and we hypothesize that mitochondrial sex differences might underlie this bias. As part of genetic studies of heart failure in mice, we observe that heart mitochondrial DNA levels and function tend to be reduced in females as compared to males. We also observe that expression of genes encoding mitochondrial proteins are higher in males than females in human cohorts. We test our hypothesis in a panel of genetically diverse inbred strains of mice, termed the Hybrid Mouse Diversity Panel (HMDP). Indeed, we find that mitochondrial gene expression is highly correlated with diastolic function, a key trait in HFpEF. Consistent with this, studies of a “two-hit” mouse model of HFpEF confirm that mitochondrial function differs between sexes and is strongly associated with a number of HFpEF traits. By integrating data from human heart failure and the mouse HMDP cohort, we identify the mitochondrial gene *Acsl6* as a genetic determinant of diastolic function. We validate its role in HFpEF using adenoviral over-expression in the heart. We conclude that sex differences in mitochondrial function underlie, in part, the sex bias in diastolic function.

## Abstract (web summary)

In this paper, the authors show that sex differences in mitochondrial DNA levels and function in the heart contribute to sex biases in functions relevant to heart failure, identifying Acsl6 as a mitochondrial sex-biased regulator of diastolic function.

## Introduction

HFpEF is an increasingly prevalent syndrome that is characterized by diastolic dysfunction and preserved ejection fraction. It is distinct from heart failure with reduced ejection fraction (HFrEF) in terms of pathogenesis and effective therapeutic management^1–3^. Epidemiologic data indicate that HFpEF accounts for half of all cases of HF with multiple comorbidities including diabetes, hypertension, and restrictive cardiomyopathies^4^. Individuals with systolic heart failure also present with features of diastolic dysfunction, emphasizing diastolic dysfunction as an important contributor to the morbidity of heart failure^5^. Drugs that are effective in HFrEF have no beneficial effects on morbidity and mortality in HFpEF^1,6–8^. The molecular mechanisms underlying HFpEF are poorly understood, and we have used genetic approaches in mouse models to help identify genes and pathways contributing to the disorder.

One of the questions we have addressed is the role of sex differences in HFpEF. Consistent epidemiological data demonstrate that women are about twice as likely to develop HFpEF as compared to men and that they tend to present with more symptom burden, including significantly increased diastolic dysfunction and enhanced left ventricle stiffness^9–12^. However, HFpEF is highly heterogeneous and the notion of sex differences in HFpEF has been called into question^1,13–15^. Compared to men, women have structural and functional differences in the heart including smaller left ventricle (LV) chambers, lower stroke volumes, more prominent concentric remodeling upon pressure overload, higher systolic and diastolic LV stiffness at a given age, and more profound response to hypertension and obesity^16,17^. One approach to help resolve the issue is to examine mouse models where genetic and environmental factors can be controlled.

Our genetic studies of heart failure traits in a diverse cohort of mice revealed a sex bias in the content of mitochondrial DNA and in mitochondrial function, with males exhibiting higher levels of cardiomyocytes. Given the extensive evidence for the role of mitochondria in heart failure, we hypothesized that the sex differences in mitochondria may contribute in part to greater susceptibility in women. We have examined this hypothesis using several approaches, and using genetics we identified a mitochondrial protein, ACSL6, that appears to protect against various HFpEF traits, including diastolic dysfunction, in a “two-hit” mouse model of the disorder.

## Results

### Study design

We sought to investigate genetic factors, including sex differences, that contribute to traits such as diastolic and metabolic dysfunction in HFpEF. This is difficult to address directly in human populations due to genetic heterogeneity, inability to access relevant tissues, and complex environmental factors. For our studies, we selected the HMDP, a cohort of more than 100 genetically diverse inbred mouse strains that allows high-resolution genetic mapping, replication, and multi-omics analyses in the context of genetics^18–20^. We also sought to examine the relevance of our findings to human disease by interrogating publicly available human data.

### Sex differences in diastolic dysfunction in HFpEF

To test whether females are more susceptible to diastolic dysfunction in the progression of HFpEF, we reproduced the “two-hit” HFpEF mouse model in C57BL/6 J male and female mice (Fig. 1A). The model recapitulates clinical phenotypes of HFpEF after 7 weeks of high-fat diet (HFD) + l-NAME feeding. Both male and female mice exhibited a significant increase in body weight, fat mass, left ventricle mass, and adipose weight, as well as a decrease in exercise tolerance (Supplementary Fig. 1A-1F). HFD + l-NAME feeding also induced glucose intolerance in mice of both sexes (Supplementary Fig. 1G-1H). In addition, fatty-acid-binding protein 3 (*Fabp3*), an early biomarker of cardiac damage, was increased in HFpEF hearts relative to chow diet controls, indicating the dysregulation in the heart (Fig. 1B). Compared with male mice, female mice exhibited higher E/A ratios, E/e’ ratios, and lung weights (Fig. 1C-E). In contrast, left ventricle ejection fraction (LVEF) was preserved under HFD + l-NAME diet (Fig. 1F).

**Fig. 1:**
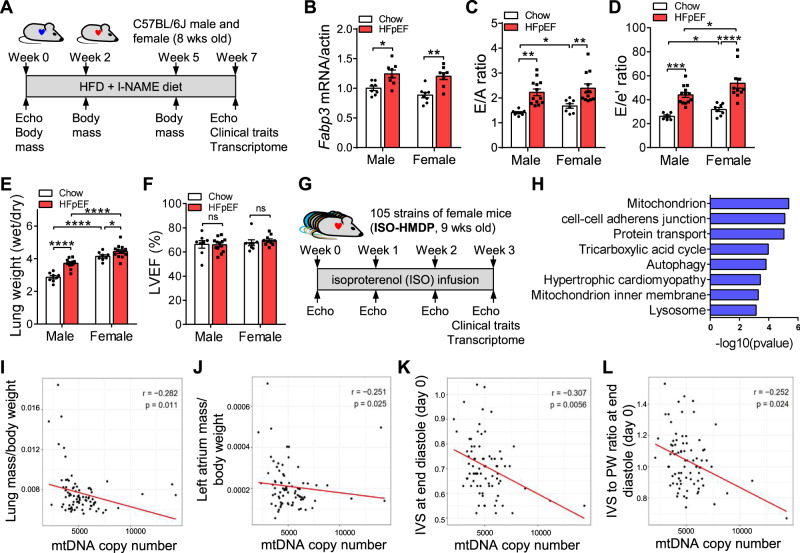
Sex-biased diastolic dysfunction in the progress to HFpEF and mtDNA level was associated with diastolic function. **A** Experimental timeline for the development of HFpEF in C57BL/6 J mice (8 weeks old). **B** *Fabp3* mRNA level in C57BL/6 J male and female heart after 7 weeks of HFD + l-NAME diet. *N* = 8. **C**–**F** E/A ratio (**C**), E/e’ ratio (**D**), wet/dry ratio of lung weight (**E**), and left ventricle ejection fraction (**F**) of C57BL/6 J male and female mice after 7 weeks of HFD + l-NAME diet. Male-chow, *n* = 7 (**C**), 6 (**D**), or 8 (**E**, **F**); male-HFpEF, *n* = 13 (**C**, **D**, **F**) or 12 (**E**); female-chow, *n* = 8; female-HFpEF, *n* = 12 (**C**), 11 (**D**), 13 (**E**), or 10 (**F**). **B**, *p* (male) = 0.016; *p* (female) = 0.001. **C** *p* (male) = 0.002; *p* (female) = 0.007; *p* (male–female) = 0.03. **D** *p* (male) = 0.001; *p* (female) < 0.0001; *p* (male–female) = 0.03 (chow) and 0.04 (HFpEF). **E** *p* (male) < 0.0001; *p* (female) = 0.04; *p* (male–female) < 0.0001 (chow) and < 0.0001 (HFpEF). **G**. Experimental design for the development of isoproterenol (ISO) induced cardiomyopathy across HMDP mice. Nine-week-old female mice from 105 of the HMDP inbred strains were treated with isoproterenol (30 mg/kg/day) via an intra-abdominally implanted osmotic pump for 21 days. Heart function at baseline (prior to ISO pump implantation), week 1, week 2, and week 3 were obtained with echocardiography. After 3 weeks of ISO infusion, mice were sacrificed and left ventricle transcriptome was performed. *N* = 3–12 for each strain. **H** Enriched pathways of genes that were significantly associated with mitral inflow E to A velocity ratio (E/A ratio) across female ISO-HMDP cohort. Pathway analysis was performed with The Database for Annotation, Visualization, and Integrated Discovery (DAVID)^49^. Scores from DAVID are modified Fisher tests, corrected for false discovery rate (FDR) using the Benjamini–Hochberg (BH) method. **I**–**L** mtDNA copy number significantly correlated with lung mass/body weight (**I**), left atrium mass/body weight (**J**), IVS at end-diastole (day 0, **K**), and IVS to PW ratio at end-diastole (day 0, **L**) in ISO-HMDP mice. Each point represents a mouse from an inbred strain. IVS interventricular septal thickness, PW posterior wall thickness. *p*-values are from biweight midcorrelation (bicor) tests. Each point represents a mouse. All data are presented as the mean ± SEM. ns not significant, *P < 0.05, **P < 0.01, ***P < 0.001, and ****p < 0.0001 by two-way ANOVA (**B**–**F**). Source data are provided as a Source Data file.

We note that investigators in a previous study of the “two-hit” model, using the inbred mouse substrain C57BL/6 N, observed that males exhibited increased susceptibility to HFpEF traits^21^. Our HFpEF model studies were performed on a C57BL/6 J genetic background, and we assume that the difference in sex bias is due to genetic background, although experimental differences could be involved. We previously showed that there are clear gene-by-sex interactions among the HMDP, with the effect of sex being dependent on the genetic background^22^. We have begun to examine the HFpEF “two-hit” model in the entire HMDP, and results with about 30 strains thus far show a significant increase in susceptibility in females (Supplementary Fig. 1I).

### Diastolic function is associated with mitochondrial DNA levels in an isoproterenol model of heart failure

To identify genetic factors involved in diastolic function, we analyzed data from a previously published study of isoproterenol-induced cardiomyopathy in 105 inbred strains of female HMDP mice (ISO-HMDP), focusing on the trait of diastolic function. In that study, adult female mice were treated with ISO infusion for 21 days and cardiac function was determined weekly by echocardiography (Fig. 1G). After 21 days of ISO treatment, global transcriptome profiling of left ventricles was performed. We used E/A ratio (the ratio of peak velocity blood flow in early diastole to peak velocity flow in late diastole), heart weight, and lung weight as surrogates for cardiac diastolic function. We performed gene-by-trait correlation analysis, identifying 1313 and 1875 genes that were significantly correlated with E/A ratio at baseline and 21 days after ISO treatment (filtered by adjusted *p*-value < 0.01), respectively. Genes that were significantly correlated with E/A ratio were enriched in pathways related to mitochondrion, cell–cell adherens junction, protein transport, TCA cycle, autophagy, and mitochondrion inner membrane (Fig. 1H). These data suggest that alterations in mitochondrial metabolism underly changes in diastolic function, consistent with previous reports that cardiomyocyte mitochondria in HFpEF have structural and energetic abnormalities^23,24^.

To directly examine the relationship of mitochondrial levels to cardiovascular traits, we quantitated mitochondrial copy number in the ventricles of the female ISO-HMDP mice and performed trait-by-trait correlations. Notably, mtDNA content was inversely correlated with multiple cardiac traits, including lung mass/body weight, left atrium mass/body weight, IVS at end-diastole (day 0), and IVS to PW ratio at end-diastole (day 0) (Fig. 1I-L), suggesting that mitochondria contribute to diastolic properties. We also reanalyzed the data following the removal of samples with extremely high mtDNA content. With the exception of mitral inflow E velocity, the correlations remained significant (Supplementary Fig. 2).

### Mitochondrial DNA levels and gene expression exhibit a sex bias, with males tending to show a higher expression than females in both mice and humans

We measured heart mitochondrial DNA (mtDNA) copy number in 100 strains of male and female mice of the HMDP maintained on a Western (high fat and sucrose) diet. We used PCR to determine the copy number of mitochondria per cell^25,26^. We observed that, across the HMDP, the hearts of females exhibited significantly reduced mtDNA content (copies per cell) compared with males (Fig. 2A)^27^. We also examined the expression of mitochondrial genes that are part of the mitochondrial genome or nuclear genes that encode mitochondrial proteins in the heart. As shown in volcano plots, males tended to have higher levels of mitochondrial gene expression (Fig. 2B), including expression of electron transport chain (ETC) genes (Fig. 2C). After normalization to mtDNA content in each strain, mitochondrial genes and ETC genes remained higher in males (Supplementary Fig. 3).

**Fig. 2:**
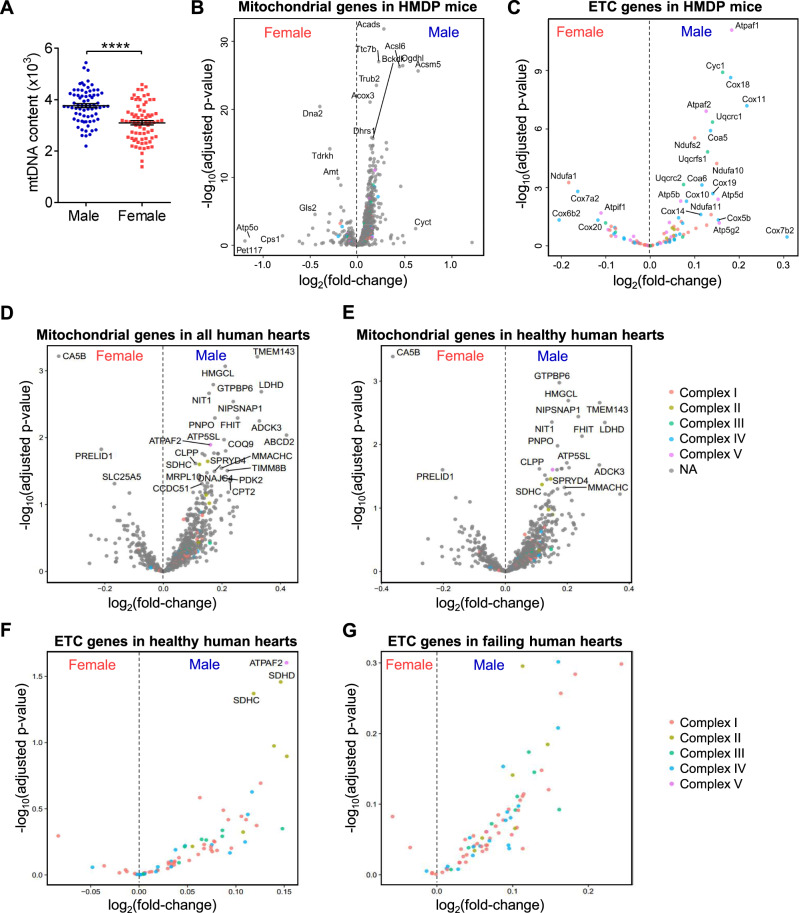
Mitochondrial gene expression in human and mouse hearts. **A** Heart mtDNA copy number in male and female HMDP mice (about 10 weeks old). Each point represents a mouse from an inbred strain. *N* = 72. *P* < 0.0001. **B**, **C** Differential expressed genes encoding mitochondrial proteins (**B**) and electron transport chain (ETC) proteins (**C**) in 100 strains of HMDP mice. **D**, **E** Differential expressed mitochondrial genes in all human hearts (**D**) and healthy human hearts (**E**). **F**, **G** Differential expressed ETC genes in healthy (**F**) and failing (**G**) human hearts. Genes of each complex were denoted. All data are presented as the mean ± SEM. ****P < 0.0001 by two-sided Student’s *t*-test (**A**). DESeq2 results use the Wald test, corrected for false discovery rate (FDR) using the Benjamini–Hochberg (BH) method (**B**–**G**). Source data are provided as a Source Data file.

Cordero et al. previously reported human cardiac gene expression networks from 177 failing hearts (145 male and 32 female hearts) and 136 healthy hearts (73 male and 63 female hearts)^28^. To profile mitochondrial gene expression in male and female human hearts, we examined the expression of mitochondrial genes and ETC genes in these samples. A clear bias was observed, with male hearts exhibiting higher levels of most mitochondrial genes relative to females in all samples (failing and healthy) and healthy samples alone (Fig. 2D-E). Consistent with these results, ETC genes in both healthy and failing hearts were reduced in female hearts vs. male hearts (Fig. 2F-G).

### Heart mitochondrial DNA and functions are regulated by sex hormones

To determine whether the sex differences are due to hormonal or chromosomal effects, we performed gonadectomy in male and female mice of the C57BL/6 J strain. Notably, gonadectomy reduced heart mtDNA content in males, whereas it increased mtDNA in females (Fig. 3A-B). Hormone replacement indicated that testosterone increased mitochondrial copy number in males and that estrogen reduced mitochondrial copy number in females. To further determine heart mitochondrial function, we reproduced a “two-hit” HFpEF mouse model^29^ in C57BL/6 J male and female mice after gonadectomy (Fig. 3C and Supplementary Fig. 4). Gonadectomy in male mice reduced body weight and lean mass (Supplementary Fig. 4A-4C), whereas it increased body weight, fat mass, and lean mass in female mice under HFD + l-NAME feeding^30^ (Supplementary Fig. 4D-4F). Consistent with the change of mtDNA content, gonadectomy reduced the activity of state 3 u (maximal respiration), complex I, II, IV, and complex V in males (Fig. 3D-I), whereas it increased these activities in females (Fig. 3J-O).

**Fig. 3:**
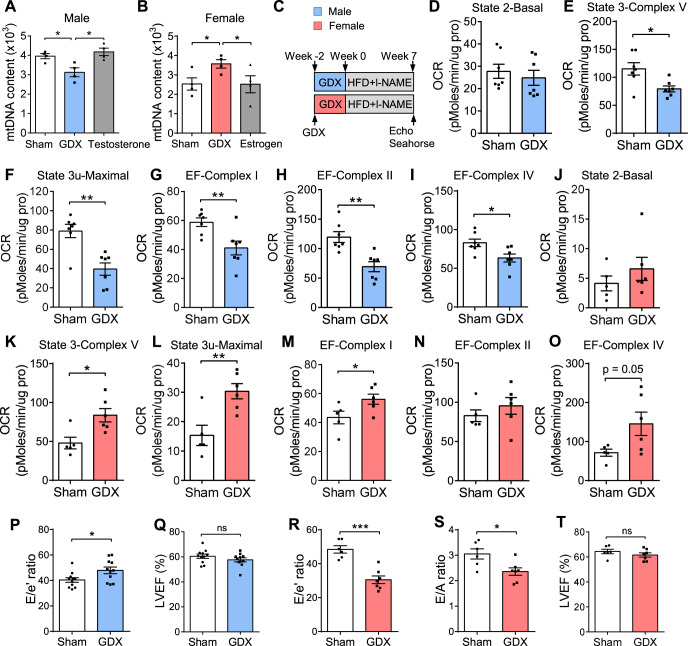
Mitochondrial and diastolic function in gonadectomized mice. **A, B** Heart mtDNA copy number in C57BL/6 J male (**A**) and female (**B**) mice subjected to sham, gonadectomy or hormone replacement after gonadectomy under chow diet. mtDNAs were normalized to nuclear DNA. *N* = 4. **A** *p* = 0.019 (Sham/GDX) and 0.013 (GDX/Testosterone). **B** *p* = 0.036 (Sham/GDX), and 0.04 (GDX/Estrogen). **C** Experimental timeline for the gonadectomy and induction of HFpEF in C57BL/6 J male and female mice. **D**–**I** Oxygen consumption rates (OCR) of isolated mitochondria from C57BL/6 J male hearts were measured by Seahorse assay. The coupling assay measures basal respiration in presence of palmitoyl-carnitine, state 3 (ADP) and state 3 u (FCCP). The electron flow measures complex I (palmitoyl-carnitine), complex II (succinate), and complex IV (TMPD) respiration. *N* = 7. **E** *p* = 0.012. **F** *p* = 0.001. **G** *p* = 0.008. **H** *p* = 0.001. **I** *p* = 0.017. **J**–**O** Same Seahorse assays were performed in C57BL/6 J female mice after gonadectomy and 7 weeks of HFD + l-NAME feeding. Sham, *n* = 5; GDX, *n* = 6. **K** *p* = 0.013. **L** *p* = 0.006. **M** *p* = 0.049. **P**, **Q** E/e’ ratio (**P**) and LVEF (**Q**) of C57BL/6 J male mice after gonadectomy and 7 weeks of HFD + l-NAME diet. *N* = 11. **P** *p* = 0.027. **R**–**T** E/e’ ratio (**R**), E/A ratio (**S**), and LVEF (**T**) of C57BL/6 J female mice after gonadectomy and 7 weeks of HFD + l-NAME diet. Sham, *n* = 6; GDX, *n* = 7. **R** *p* = 0.0001. **S** *p* = 0.016. Each point represents a mouse. All data are presented as the mean ± SEM. ns not significant, *P < 0.05, **P < 0.01, and ***P < 0.001, by one-way ANOVA (**A**, **B**) or by two-sided Student’s *t*-test (**D**–**T**). Source data are provided as a Source Data file.

### Hormonal regulation of diastolic function in HFpEF

As shown above, sex hormones regulate mitochondrial functions that are, in turn, associated with diastolic function. We therefore hypothesized that sex hormones may have an impact on diastolic performance. To confirm this, we performed gonadectomy in C57BL/6 J male and female mice, followed by HFD + l-NAME feeding for 7 weeks (Fig. 3C). Compared with the sham operation, gonadectomy caused an increase in E/e’ ratio while LVEF was preserved in male mice upon HFpEF development (Fig. 3P-Q). In contrast, gonadectomy reduced E/e’ ratio and E/A ratio in female mice (Fig. 3R-T), demonstrating that sex hormones affect diastolic performance in the HFpEF model.

### Mitochondrial function in male and female mice in the HFpEF “two-hit” model

Next, we examined mtDNA content in C57BL/6 J male and female mice fed with a chow diet or HFD + l-NAME diet for 7 weeks. Compared with male hearts, mtDNA was lower in female hearts, and it was further decreased after HFpEF induction (Fig. 4A). To directly examine mitochondrial function in both sexes in the context of HFpEF, we isolated mitochondria from the hearts of male and female mice under chow diet and under HFpEF conditions and provided palmitoyl-carnitine as a substrate for mitochondrial respirometry assays. Basal, state 3 (in presence of ADP), and state 3 u (maximal) respiration in the coupling assay were substantially reduced in mitochondria from female compared to male hearts (Fig. 4B-D), demonstrating that the function of mitochondria in females was impaired during the progression of HFpEF. In addition, mitochondria in females exhibited lower activity of complex II and complex IV relative to the male group in the electron flow assay (Fig. 4E-G). Since mitochondria are highly enriched in cardiomyocytes in the heart, we suspected that the sex differences in mitochondrial function were due to cardiomyocytes. To test this, we isolated adult cardiomyocytes from male and female mice and examined mitochondrial function. As expected, cardiomyocytes isolated from female hearts exhibited reduced basal and maximum respiration relative to males (Fig. 4H-I), demonstrating reduced mitochondrial function in female hearts.

**Fig. 4:**
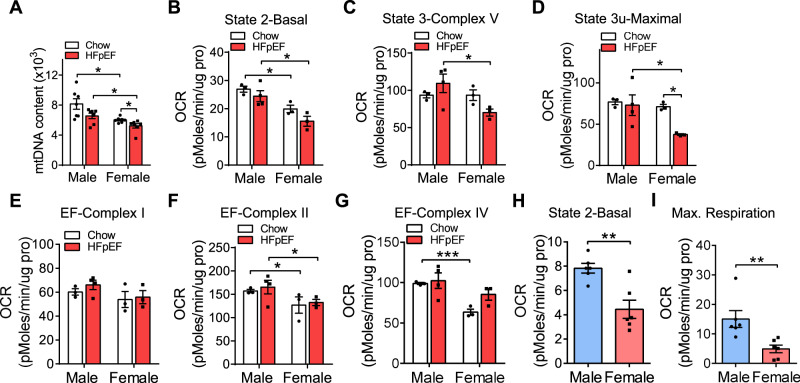
Female mice exhibited reduced mitochondrial function. **A** Heart mtDNA content in C57BL/6 J male and female mice (8 weeks old) fed with chow diet or HFD + l-NAME for 7 weeks. *N* = 7. *p* (male-chow/female-chow) = 0.011; *p* (male-HFpEF/female-HFpEF) = 0.015; *p* (female) = 0.03. **B**–**G** Oxygen consumption rates (OCR) of isolated mitochondria from C57BL/6 J male and female hearts were measured by Seahorse assay. The coupling assay measures basal respiration in presence of palmitoyl-carnitine, state 3 (ADP), and state 3 u (FCCP). The electron flow measures complex I (palmitoyl-carnitine), complex II (succinate), and complex IV (TMPD) respiration. Chow, *n* = 3; HFpEF, *n* = 4 (male) or 3 (female). **B** *p* (male-chow/female-chow) = 0.014; *p* (male-HFpEF/female-HFpEF) = 0.022. **C** *p* (male-HFpEF/female-HFpEF) = 0.046. **D** *p* (male-HFpEF/female-HFpEF) = 0.048; *p* (female-chow/female-HFpEF) = 0.01. **F** *p* (male-chow/female-chow) = 0.026; *p* (male-HFpEF/female-HFpEF) = 0.043. **G** *p* (male-chow/female-chow) = 0.0009. **H**–**I** Adult cardiomyocytes were isolated from male and female mice after 7 weeks of HFD + l-NAME feeding. OCR was measured before and after the sequential injection of 1.5 µM oligomycin, 1.5 µM FCCP, and 4 µM of rotenone/myxothiazol. *N* = 6. **H** *p* = 0.002. **I** *p* = 0.009. Each point represents a mouse. All data are presented as the mean ± SEM. *P < 0.05, **P < 0.01, and ***P < 0.001, by two-way ANOVA (**A**–**G**) or by two-sided Student’s *t*-test (**H**–**I**). Source data are provided as a Source Data file.

### Identification of *Acsl6* as a sex-biased *cis*-regulator of diastolic function

To investigate the underlying mechanism of impaired diastolic performance in females, we sought to identify the molecular signatures differing between males and females. 

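Heart RNA of C57BL/6J mice was sequenced in 30 libraries, from 8 male and 7 female mice on chow and from 8 male and 7 female mice with HFpEF. The HFpEF mice had received a high-fat diet and l-NAME, an inhibitor of nitric oxide synthases given in the drinking water at 0.5 g/L, for 7 weeks from 8 weeks of age. The authors extracted RNA with the miRNeasy kit, had mRNA libraries prepared with a NuGEN kit, and quantified the reads with kallisto against the Ensembl transcripts of GRCm38. The deposited values are estimated counts per gene, not normalized for depth or gene length. Of the non-zero values, 57.5% differ from a whole number, compared exactly with a tolerance of 0. Kallisto divides reads among the transcripts they match.
Total counts were 35.3 to 87.4 M counts in male chow hearts (median 76.5) and 42.4 to 81.7 M counts in male HFpEF hearts (median 73.3). They were 31.0 to 45.2 M counts in female chow hearts (median 34.3) and 31.3 to 38.9 M counts in female HFpEF hearts (median 35.0). The methods give a read depth only for the hearts of the Hybrid Mouse Diversity Panel (HMDP), so depth here is taken from the counts. Of the 16 male libraries, 12 held over 60 M counts (70.4 to 87.4), 6 on each diet, and are called the 12 deeper male libraries. The other 4 male libraries, 2 on each diet, held 35.3 to 50.5 M counts.
Markers of hepatocytes stood apart in those libraries. Summed over 10 genes for secreted liver proteins and liver enzymes, such as Alb, Apoa1 and Ttr, they reached a median of 59646 CPM in the 12 deeper male libraries (range 51177 to 87704). The median was 24.2 CPM in the other 4 male libraries and 26.7 CPM in the 14 female libraries. Markers of ventricular cardiomyocytes, 10 genes of contraction and calcium release such as Myh6, Tnnt2 and Ryr2, had medians of 29830 CPM in the 12 deeper male libraries, 56458 CPM in the other 4 and 63090 CPM in females.

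**Figure D1:**
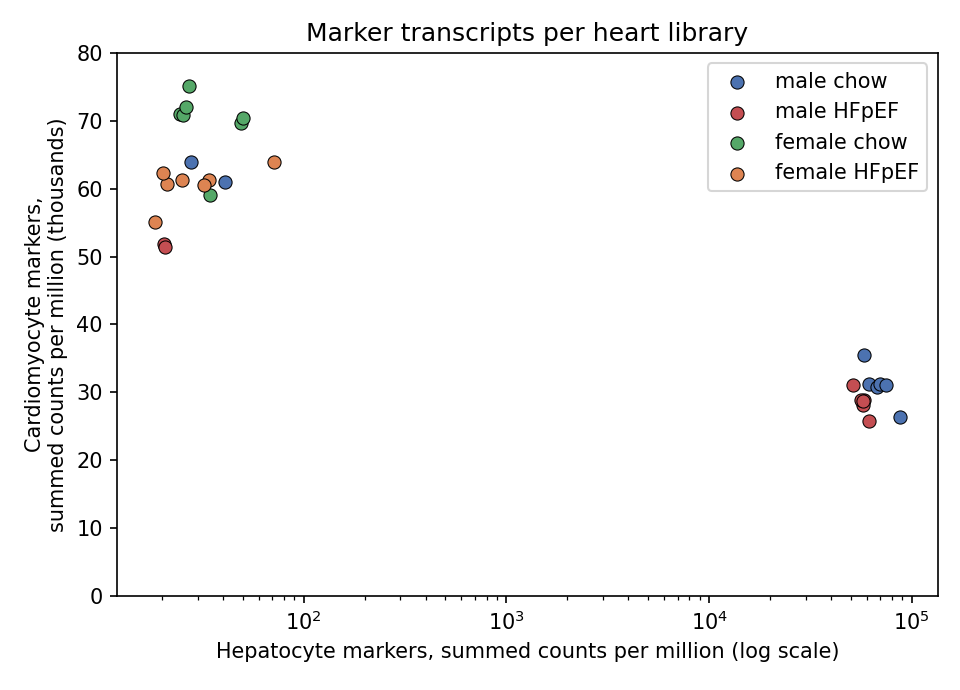
Summed CPM of the hepatocyte markers against those of the cardiomyocyte markers, one point per library, by sex and diet. The 12 deeper male libraries lie between 51177 and 87704 CPM of hepatocyte markers and the other 18 libraries between 18.4 and 71.0 CPM.

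Counts were rounded and tested with the quasi-likelihood test of edgeR after TMM normalization, in one fit with a coefficient for each of the 4 groups. This covered the 16339 of 36558 genes that edgeR's expression filter keeps, at a Benjamini-Hochberg adjusted p under 0.05. The counts of genes called in males and the values of some genes are also given in a fit with a term for the 12 deeper male libraries, within those 12, or without them. These fits were chosen after the marker values had been seen.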

We performed RNA-seq for heart tissue collected from C57BL/6 J male and female mice fed with a chow diet and HFD + l-NAME diet. The principal component analysis (PCA) of differentially expressed genes (DEGs) exhibited four main clusters between male and female mice under chow and HFpEF conditions (Fig. 5A), suggesting sex- and disease-biased changes in transcriptome profiles. 

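The hearts separated first into the 12 deeper male libraries, which held transcripts of liver, and the other 18. Alb, which encodes serum albumin, averaged 36327 ± 8004 CPM (SD, n = 12) in the 12 deeper male libraries and 0.724 ± 1.23 CPM (SD, n = 4) in the other male libraries. The first component of all 16339 tested genes held 88.8% of the variance, and 99.8% of its spread lay between those 12 libraries and the other 18. The 4 groups of sex and diet accounted for 58.9% of that spread. Since the 12 are male, the sexes differed on it as well, female minus male by -198 units on chow and -202 under HFpEF (adjusted p = 0.0149 for either, exact permutation tests). The diets did not pass a test on it in males (adjusted p = 0.78) or in females (adjusted p = 0.756).
The next components held 1.27%, 1.03% and 0.866% of the variance. On the fourth, male HFpEF and male chow hearts differed by -23.4 units (exact permutation test, two-sided, p = 3.11e-04, adjusted p = 0.00497 over 16 tests). On the third, female and male chow hearts differed by -20.5 units (exact permutation test, adjusted p = 0.0149). The diets in females passed on none of the 4 components (lowest adjusted p = 0.333).
Without the 12 deeper male libraries, the leading components held 16.4%, 12.6% and 9.16% of the variance. The 4 groups accounted for 91.8% of the spread of the third, on which female HFpEF hearts lay 30.1 units above female chow hearts (exact permutation test, p = 5.83e-04, adjusted p = 0.00932). They accounted for 73.0% of the spread of the second, on which females lay below males on chow by a difference of -38.4 units and under HFpEF by -30.3 units. With 2 males left per diet, the exact test of either difference reached p = 0.0278, the smallest that 36 splits allow (adjusted p = 0.111).

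**Figure D2:**
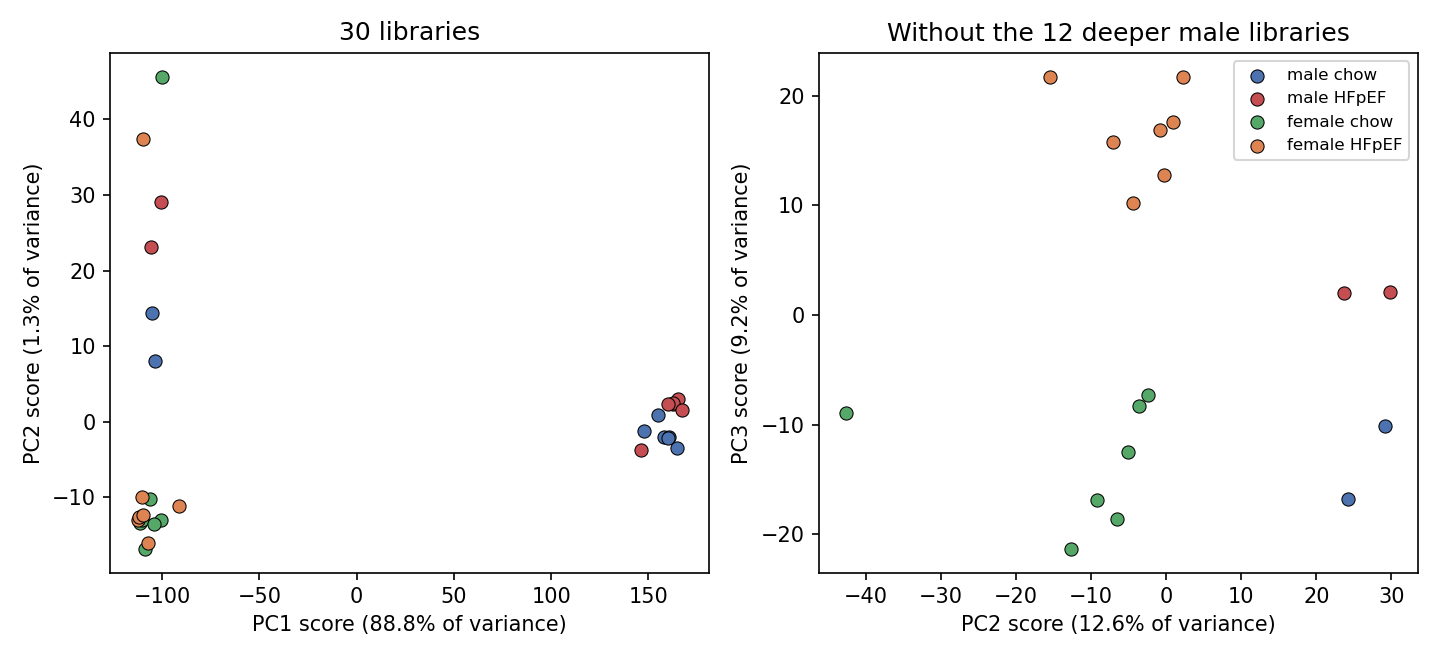
Principal components of log2 CPM by sex and diet, one point per library. Left, components 1 and 2 of all 30 libraries, which set the 12 deeper male libraries apart along the first axis (88.8% of the variance). Right, components 2 and 3 without those 12, where female HFpEF and female chow hearts separate along component 3 (9.16%).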

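Some genes of mitochondrial fatty acid oxidation, such as Cpt2 and Decr1, rose in male hearts under HFpEF. Vwa8 (ENSMUSG00000058997, chromosome 14 of GRCm38 from 78849052 to 79202310), which encodes a mitochondrial ATPase, rose from 241 ± 20.6 to 373 ± 19.0 CPM (SD, n = 8 each), a log2 fold change of 0.63 (standard error 0.0583, adjusted p = 3.03e-07, edgeR). Cpt2, which with carnitine brings long-chain fatty acids into the matrix, rose by 0.44 (standard error 0.0670, adjusted p = 5.93e-04). Decr1, a reductase for unsaturated fatty acids, rose by 0.60, and Acat1, a thiolase of ketone body and isoleucine breakdown, by 0.51. Gdf15, a secreted factor of cell stress, rose by 1.64 (adjusted p = 1.34e-04), and Mthfd2, a mitochondrial enzyme of one-carbon metabolism, by 1.24 (adjusted p = 0.0014).
Among genes that fell in males were Cirbp (-0.65, adjusted p = 1.41e-04) and Rbm3 (-0.51, adjusted p = 3.92e-04), which encode RNA-binding proteins induced by cold. Scgb1c1, a secretoglobin, fell by 1.60 on the log2 scale (adjusted p = 5.47e-04). Fabp5, a fatty acid-binding protein, had a log2 fold change of -1.61 over all males, -1.98 within the 12 deeper libraries and -0.01 within the other 4 (adjusted p = 7.48e-04, 0.00127 and 0.99, edgeR). G6pdx, which opens the pentose phosphate pathway, had -0.88, -1.16 and 0.05 (adjusted p = 0.00279, 0.00258 and 0.937).
In all, 75 genes rose and 56 fell in males, 131 of 16339 tested, and 85 passed without male Y12. Of 100 random splits by diet, the real one included, 7 gave at least 131 genes (highest other 6664). Unlike the real split, the others were not held to equal numbers of the 12 deeper male libraries per diet. They cannot decide, and chance is not excluded for this count. With a term for the 12 libraries 1 of 100 gave as many as the real 1872 (highest other 43). Within the 12 deeper male libraries alone 613 rose and 475 fell, and 109 of the 131 were among them. Without those 12, 216 rose and 206 fell, and 30 of the 131 were among them. With the term for the 12 libraries 1130 rose and 742 fell, with all 131 among them in the same direction. A gene's coefficient for the 12 libraries, set against the median of the cardiomyocyte markers, gives a modelled share of its counts from heart there. It does not measure where the counts came from. This heart share was under 0.2 for 224 of the 1130 and 135 of the 742. It was from 0.2 to under 0.8 for 617 and 431, and at least 0.8 for 289 and 176. Of the 75 and 56 genes called in the fit of the 4 groups, it was at least 0.8 for 2 and 8. In genes with a share under 0.8, the 12 libraries do not tell a response of liver apart from one of heart. Within the 12, Vwa8 had a log2 fold change of 0.60 and Mthfd2 of 1.12, and within the other 4 males 0.67 and 1.38. Within those 4, Cpt2 (0.40, adjusted p = 0.0575), Acat1 (0.42, adjusted p = 0.0507) and Rbm3 (-0.39, adjusted p = 0.183) did not pass. Under upper-quartile scaling 21 genes were higher and 46 lower, and Cpt2 and Decr1 did not pass in males (highest adjusted p over the settings set in advance 0.106 and 0.053). In a fit of the male groups alone, Mthfd2 and G6pdx did not pass (highest 0.0668 and 0.0769).
In female hearts 97 genes rose and 92 fell. This count of 189 moved by over 1.5 times without female YF2 (117), YF4 (121), YF5 (96), YF6 (113), YF7 (111), YF8 (101), YF9 (109), YF11 (87), YF13 (106), YF18 (78) or YF20 (106), and edgeR on the female groups alone gave 1206. Vwa8 rose from 205 ± 14.4 to 339 ± 24.3 CPM (SD, n = 7 each), a log2 fold change of 0.73 (standard error 0.0624, adjusted p = 5.09e-08, edgeR). Cpt2 rose by 0.48, Decr1 by 0.55 and Slc25a20, the carrier of acylcarnitines, by 0.42 (adjusted p = 6.74e-04, 0.00474 and 0.00314). Chrna2, a nicotinic receptor subunit, rose from 2.32 ± 0.474 to 4.88 ± 0.838 CPM, a log2 fold change of 1.07 (adjusted p = 6.74e-04). Bach1, a repressor of heme and antioxidant genes, rose by 0.44 and Gdf15 by 1.47 (adjusted p = 0.0173 and 0.00231).
Lrrc4b, a synaptic adhesion protein, had a log2 fold change of -1.28 in females (standard error 0.198, adjusted p = 0.00108). Tnnt1, the troponin T of slow skeletal muscle, fell by 0.99 on the log2 scale, Ripor2 by 0.87 and Tmx1, a thioredoxin-like protein of the endoplasmic reticulum, by 0.53. Cirbp, Rbm3 and Scgb1c1 fell in females too, with log2 fold changes of -0.53, -0.41 and -1.35. All 189 genes called in females were called in the same direction with the term for the 12 male libraries (738 higher, 792 lower) and without those libraries (797 higher, 678 lower). Upper-quartile scaling called 43 higher and 33 lower in females, without Cpt2, Decr1, Slc25a20 and Tnnt1, whose highest adjusted p over the settings set in advance was 0.0571 to 0.095.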

Our analysis identified 2770 DEGs discriminating between HFpEF and Chow conditions in males (Supplementary Fig. 5A) and 1714 DEGs in females (Supplementary Fig. 5B). Among the 1714 DEGs, 775 genes were also changed in males while the rest were specific for females, defining a sex-biased molecular signature for HFpEF. 

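Of the genes called, 41 passed the test in males and in females, 24 higher in both, 17 lower in both and 0 in opposite directions. This count moved by over 1.5 times without female YF2 (27), YF4 (24), YF5 (27), YF8 (23), YF9 (26), YF11 (25), YF13 (26), YF18 (22) or YF20 (24). Vwa8, Cpt2, Decr1, Slc25a20, Gdf15 and Ddit3, a transcription factor of the stress response (0.37 in males and 0.41 in females), were among those that rose. Cirbp, Rbm3, Scgb1c1 and Tnnt1 were among those that fell. If the lists of the sexes were independent, 1.52 shared genes would be expected. The comparisons share no library, but in one fit they share each gene's estimate of spread. The lists are thus not fully independent, and the expected numbers of such fits may be too low.
With the term for the 12 deeper male libraries 459 genes were shared, 273 higher, 175 lower and 11 opposite, where 175.3 would be expected. Without those libraries 158 were shared (39.1 expected). From the 12 deeper males against the females, each from a fit of its own, 246 were shared (93.6 expected), 12 of them opposite. Across the tested genes the fold changes of the sexes correlated with a Pearson r of 0.13 (jackknife standard error 0.104) and a Spearman rho of 0.25, with genes not being independent replicates.
The difference between the responses was tested as an interaction of sex and diet. Of 16339 genes, 0 passed in the edgeR fit of the 4 groups, with 874 at an unadjusted p under 0.05, while DESeq2 called 22 and limma-voom 518. With the term for the 12 male libraries 45 genes were more positive in females than in males and 54 more negative. The modelled heart share was under 0.2 for 13 and 20 of these, and at least 0.8 for 7 and 3. Leaving out 1 library moved this count of 99 by over 1.5 times for female YF2 (55), YF3 (180), YF5 (39), YF6 (49), YF7 (36), YF9 (57), YF11 (45), YF12 (169), YF13 (64), YF18 (28) and YF20 (43). Mthfd2 was among the 99, with a difference in log2 fold change of 0.85 (standard error 0.175, adjusted p = 0.0226). Without the 12 libraries this difference was 0.67 and did not pass (adjusted p = 0.394), and 40 genes were more positive and 7 more negative in females.
The paper counts the genes called in females that were also called in males, takes the remaining ones as specific for females, and states that they define a sex-biased molecular signature of HFpEF.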

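In female hearts, some genes of cell division, of serine synthesis and of the amino acid response rose under HFpEF, such as Ccna2, Mthfd2 and Psat1. Of these 3 lists, that of the amino acid response passed with an estimated correlation between genes. Lists of genes fixed in advance were tested with camera. The estimated correlation comes from all 30 libraries, unless a fit without the 12 is named. It thus also takes up the liver transcripts of the 12, and not only the spread among females. Of 36 cell cycle genes, 9 rose and 1 fell in females (23 and 1 when adjusted over the list alone), with a median log2 fold change of 0.70. The list passed with the preset correlation between genes (adjusted p = 3.99e-15), and had adjusted p = 0.112 with an estimated correlation. Ccna2, a cyclin of DNA replication and mitosis, rose from 0.610 ± 0.162 to 1.61 ± 0.355 CPM (SD, n = 7 each), a log2 fold change of 1.41 (adjusted p = 0.00899, edgeR). Cdk1, its kinase partner, had 1.34 (adjusted p = 0.0516, and 0.0087 with the term for the 12 deeper male libraries). In males 0 members passed and the list had adjusted p = 0.178. The difference between the sexes passed for the list (adjusted p = 3.00e-21, and adjusted p = 0.0323 with an estimated correlation). Without the 12 male libraries, that difference had adjusted p = 0.0498, and adjusted p = 0.796 with an estimated correlation, and its median went from 0.72 to 0.33. In the 4 males left the list had a median of 0.31 (adjusted p = 0.0786), and Ccna2 had 1.27 there (adjusted p = 0.112), so that its difference between the sexes went from 1.37 to 0.15. The size of the sex difference thus depends on the 12 libraries for the list and for Ccna2.
Of 20 genes of the ATF4 and amino acid response, 3 rose in females and 0 fell (7 and 0 adjusted over the list alone). The list passed with the preset correlation (adjusted p = 1.52e-07) and with an estimated one (adjusted p = 0.00558). It did not pass in males (adjusted p = 0.562), and the sexes differed (adjusted p = 2.73e-05, and adjusted p = 0.0323 with an estimated correlation). Without the 12 male libraries that difference had adjusted p = 0.398 with an estimated correlation.
Of 15 genes of serine synthesis and one-carbon metabolism, 2 rose in females and 0 fell (4 and 0 adjusted over the list alone). Mthfd2 rose from 1.23 ± 0.239 to 5.13 ± 0.796 CPM (SD, n = 7 each), a log2 fold change of 2.05 (adjusted p = 8.71e-06, edgeR), and Psat1 rose by 1.01 (adjusted p = 0.00474). Phgdh, which starts serine synthesis, had 1.10 (adjusted p = 0.0706, and 0.00455 with the term). The list passed in females (adjusted p = 0.00459, and adjusted p = 0.112 with an estimated correlation), and the difference between the sexes did not (adjusted p = 0.199, tested upward with a median of -0.07).
Of 31 inflammation genes, 0 passed in females over all genes (2 higher adjusted over the list alone), and the list had adjusted p = 0.0435 there, and adjusted p = 0.912 with an estimated correlation. Tlr7, a receptor for single-stranded RNA, had a log2 fold change of 0.56 (adjusted p = 0.165, and 0.0127 with the term). The list differed between the sexes at adjusted p = 8.93e-04, and adjusted p = 0.449 with an estimated correlation (0.0645 with the preset correlation without the 12 male libraries). Of 10 macrophage markers, 1 fell in males over all genes and 9 adjusted over the list alone, and that list differed between the sexes too (adjusted p = 1.32e-08, and adjusted p = 0.308 with an estimated correlation). Of 12 cholesterol efflux genes 0 passed in females (1 higher adjusted over the list alone), and the list had adjusted p = 0.0861. The lipid exporter Abcg1 had 0.62 (adjusted p = 0.0978, and 0.00421 with the term). The difference between the sexes passed for this list (adjusted p = 0.0044, and adjusted p = 0.449 with an estimated correlation). The male values of the macrophage and cholesterol efflux lists come from all male libraries, 12 of them with liver transcripts. They do not tell heart from liver.
Of 21 genes of insulin signaling, Irs1, the docking protein of the insulin receptor, fell from 37.5 ± 3.66 to 24.8 ± 3.05 CPM in females (SD, n = 7 each; log2 fold change -0.60, adjusted p = 0.00531, edgeR) and no other member passed (3 lower adjusted over the list alone). Upper-quartile scaling ended the call of Irs1 (highest adjusted p over the settings set in advance 0.0557). The list did not pass in females (adjusted p = 0.234) or for the difference between the sexes (adjusted p = 0.107). Of 25 cardiac development factors, 0 passed in females (2 lower adjusted over the list alone), and the list had adjusted p = 0.614.
Of 23 genes of fatty acid uptake and oxidation, 5 rose and 0 fell in each sex, with medians of 0.32 in males and 0.30 in females (14 in males and 10 in females adjusted over the list alone). The list passed in males (adjusted p = 3.44e-16, and adjusted p = 0.531 with an estimated correlation) and in females (adjusted p = 4.03e-16, and adjusted p = 0.145 with an estimated correlation). The sexes did not differ in it (adjusted p = 0.889). Of 18 genes of fatty acid and triglyceride synthesis, 0 passed in either sex, and the list had adjusted p = 0.376 in males and 0.916 in females, where the test pointed upward and the median was -0.10.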

Sex-biased genes were enriched in pathways related to inflammation, cholesterol efflux, serine synthesis, cell cycle, insulin signaling, fatty-acid metabolism, and heart development (Supplementary Fig. 5C).

**Fig. 5:**
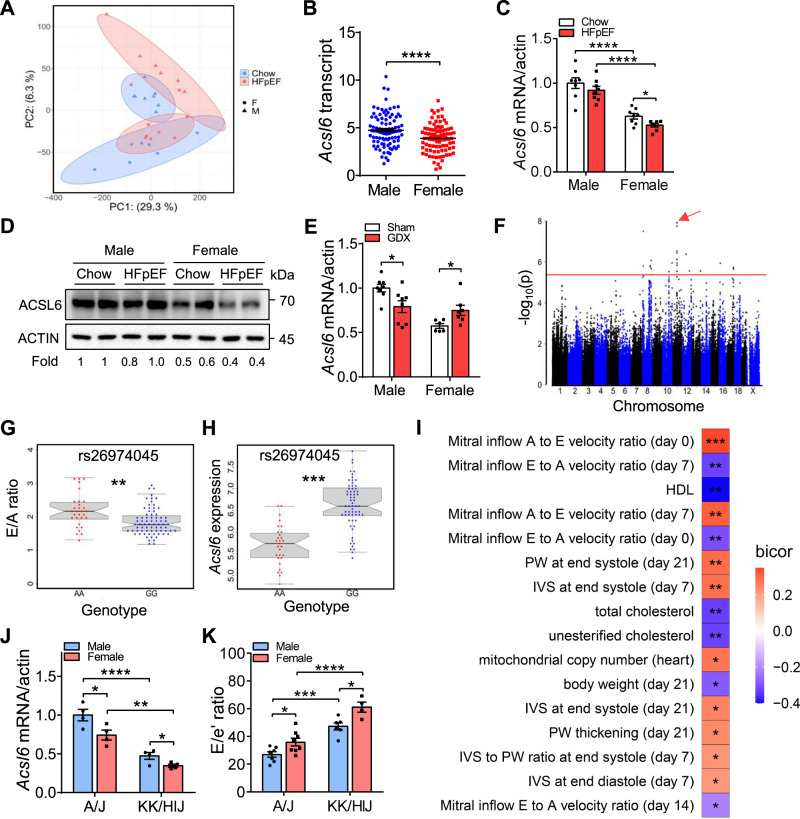
Identification of *Acsl6* as a sex-biased *cis*-regulator of diastolic dysfunction. **A** Principal component analysis (PCA) plot of male and female C57BL/6 J mice under chow diet and 7 weeks of HFD + l-NAME diet. DEGs were identified with a false discovery rate (FDR) < 0.05. **B** *Acsl6* mRNA levels in the hearts of male (*n* = 96) and female (*n* = 87) HMDP mice. *p* < 0.0001. **C**, **D** qRT-PCR (**C**) and western blotting (**D**) showing *Acsl6* mRNA and protein in C57BL/6 J male and female hearts under chow and HFpEF condition. mRNA and protein levels were normalized to actin. *N* = 8. **C** *p* (male-chow/female-chow) < 0.0001; *p* (male-HFpEF/female-HFpEF) < 0.0001; *p* (female-chow/female-HFpEF) = 0.014. **E** qRT-PCR showing mRNA levels of *Acsl6* in C57BL/6 J male and female heart after gonadectomy and 7 weeks of HFD + l-NAME diet. mRNA levels were normalized to actin. Male, *n* = 8; female, n = 6 (sham) or 7 (GDX). *p* (male) = 0.019; *p* (female) = 0.024. **F** Manhattan plot showing the significance (−log10 of p) of all SNPs and eQTL of *Acsl6* in female mice after 3 weeks of isoproterenol infusion (female ISO-HMDP). The significant threshold (red line) of *p* = 4.1 × 10^−6^ is indicated. Association *p*-values from FaST-LMM are from Wald tests uncorrected for FDR. **G**, **H** E/A ratio distribution (**G**) and *Acsl6* heart expression (**H**) based on genotype distribution at peak SNP associated with *Acsl6* on chromosome 11 (rs26974045). Box and whisker plot depicting mean and distribution. Boxplots are shown centered on medians with upper and lower quartiles indicated by the box boundaries; whiskers enclose the box ± 1.5× the interquartile range (IQR). AA allele, *n* = 30; GG allele, *n* = 75. **G** *p* = 0.005. **H** *p* = 0.0002. **I** The correlation between local genetic variation in *Acsl6* expression (*cis*-eQTL) and parameters of diastolic function and metabolism in ISO-HMDP. *p*-values are from biweight midcorrelation (bicor) tests. **J**, **K** *Acsl6* expression (**J**) and E/e’ ratio (**K**) in male and female A/J and KK/HIJ strains of mice after 7 weeks of HFD + l-NAME feeding. **J** *n* = 4. **K** A/J-male, *n* = 7; A/J-female, *n* = 8; KK/HIJ-male, *n* = 6; KK/HIJ-female, *n* = 4. **J** *p* (A/J-male/A/J-female) = 0.025; *p* (A/J-male/KK/HIJ-male) < 0.0001; *p* (A/J-female/KK/HIJ-female) = 0.001; p (KK/HIJ-male/KK/HIJ-female) = 0.038. **K**, p (A/J-male/A/J-female) = 0.025; p (A/J-male/KK/HIJ-male) = 0.0001; *p* (A/J-female/KK/HIJ-female) < 0.0001; *p* (KK/HIJ-male/KK/HIJ-female) = 0.021. Each point represents a mouse. All data are presented as the mean ± SEM. *P < 0.05, **P < 0.01, ***P < 0.001, and ****p < 0.0001, by two-way ANOVA (**C**, **E**, **J**, **K**) or by two-sided Student’s *t*-test (**B**, **G**, **H**). Source data are provided as a Source Data file.

We also sought to identify sex-biased regulators of diastolic function by overlapping the gene expression data in female ISO-HMDP (Fig. 2B-C) and “two-hit” HFpEF cohorts (Supplementary Fig. 5), as well as the human heart failure cohort (Fig. 2D-G)^28^. In the human heart failure cohort, sex-biased DEGs were enriched in pathways including cell differentiation and mitochondrion (Supplementary Fig. 6A). 

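Acsl6 (ENSMUSG00000020333, chromosome 11 of GRCm38 from 54303798 to 54364756) encodes an acyl-CoA synthetase that activates long-chain fatty acids. In female C57BL/6J hearts it had 11.2 ± 0.986 CPM on chow and 8.91 ± 0.624 CPM under HFpEF (SD, n = 7 each), a log2 fold change of -0.33 (standard error 0.193). This passed an exact permutation test on log2 CPM (two-sided, p = 5.83e-04, adjusted p = 0.00544 over 28 tests). It did not pass in the edgeR fit of the 4 groups (adjusted p = 0.628) and passed with the term for the 12 deeper male libraries (adjusted p = 0.00345) and without those libraries (adjusted p = 0.00194). In male hearts Acsl6 had 8.99 ± 3.30 CPM on chow and 9.37 ± 3.46 CPM under HFpEF (SD, n = 8 each), a log2 fold change of 0.06 (adjusted p = 0.998).

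**Figure D3:**
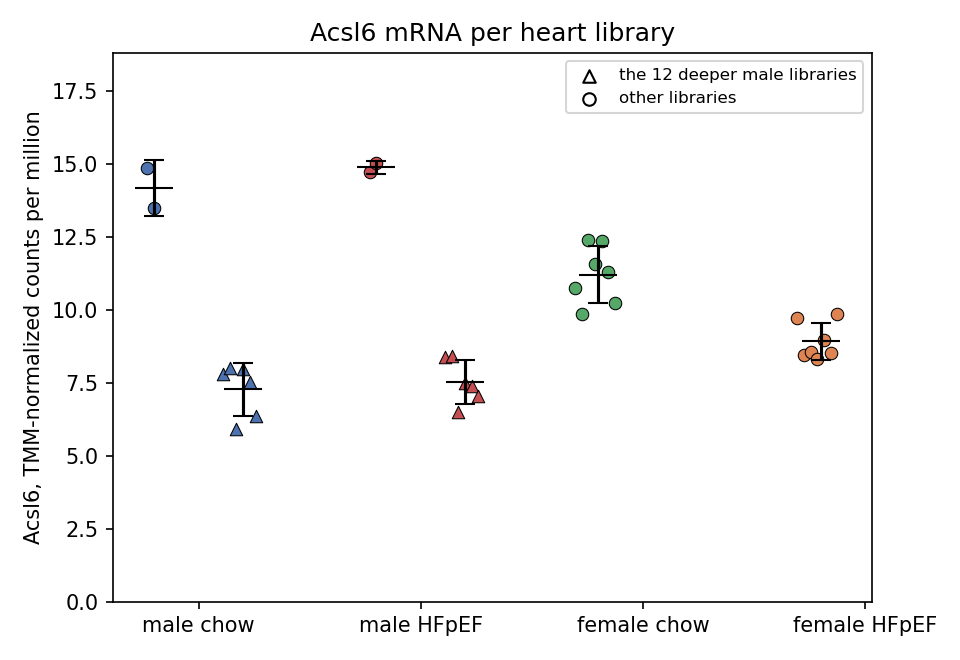
Acsl6 in TMM-normalized CPM, one point per library, by sex and diet. Triangles mark the 12 deeper male libraries, and bars give means and SD, drawn apart for those 12 libraries. Female HFpEF hearts lie between 8.33 and 9.84 CPM and female chow hearts between 9.85 and 12.4 CPM.

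Male values fell into the same library groups as the liver transcripts. The 12 deeper male libraries had 7.27 ± 0.892 CPM on chow and 7.54 ± 0.750 CPM under HFpEF (SD, n = 6 each). The other 4 had 14.2 ± 0.954 and 14.9 ± 0.215 CPM (SD, n = 2 each). Female minus male, the log2 difference over all libraries was 0.32 on chow and -0.07 under HFpEF (adjusted p = 0.133 and 0.753, edgeR). With the term it was -0.34 and -0.73 (adjusted p = 0.0141 and 2.95e-06, and 0.0656 on chow without male Y7), and without the 12 libraries -0.33 and -0.74 (adjusted p = 0.0339 and 3.73e-05). The direction between the sexes thus depends on whether the 12 libraries with liver transcripts are used as they are. Cardiomyocyte markers were also lower in those 12, with medians of 29830 CPM against 56458 CPM in the other 4 males. Their median raw counts were similar, 2321800 against 2295600. The differences over all libraries thus do not compare heart transcripts alone. The exact test of each sex difference without the 12 reached p = 0.0278, the smallest that 2 against 7 hearts allow (adjusted p = 0.0519). The diet response of Acsl6 did not differ between the sexes at the threshold (-0.39, adjusted p = 1, and 0.0515 with the term).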

Among the sex-biased genes, *Acsl6* (Acyl-CoA Synthetase Long Chain Family Member 6) expression was significantly lower in female hearts compared with males across the HMDP (Fig. 5B) and was further decreased after HFpEF development (Fig. 5C and D). Gonadectomy reduced *Acsl6* expression in male hearts whereas it increased *Acsl6* expression in female hearts (Fig. 5E), consistent with a contribution to increased mitochondrial and metabolic dysfunction in HFpEF mice. Similarly, *Fasn* and *Acaca* were decreased in female hearts relative to male hearts (Supplementary Fig. 6B-6C), supporting the possibility that impaired fatty-acid metabolism contributes to increased susceptibility to HFpEF in female mice. While not located near the genome-wide association study (GWAS) of E/A in female ISO-HMDP (Supplementary Fig. 7), expression quantitative trait locus (eQTL) analysis of *Acsl6* in female ISO-HMDP revealed that it is regulated locally (*cis*-eQTL, *p*-value = 1.22E-08) (Fig. 5F and Supplementary Fig. 8). Further, we observed a lower E/A ratio and higher *Acsl6* expression with the GG allele of the peak locus SNP (rs26974045, Fig. 5G-H). Consistent with a causal role, local genetic variation in *Acsl6* expression was significantly correlated with key traits of diastolic function including E/A ratio, mtDNA copy number, and body weight (Fig. 5I and Supplementary Fig. 9), suggesting that *Acsl6* may be causal for diastolic function^31^.

*Acsl6* expression exhibits wide variation across strains in the female ISO-HMDP (Supplementary Fig. 10A). We examined diastolic function in two strains with dramatic differences in *Acsl6* expression: A/J and KK/HIJ (Fig. 5J and Supplementary Fig. 10A). We developed the “two-hit” HFpEF model in male and female mice of these two strains. The KK/HIJ strain showed dramatically higher levels of E/e’ ratio (Fig. 5K) and glucose intolerance (Supplementary Fig. 10B) in both male and female mice compared with A/J, consistent with our hypothesis.

### *Acsl6* protects against diastolic and metabolic dysfunction in a sex-biased manner

To validate the impact of the *Acsl6* candidate gene on diastolic function, we overexpressed *Acsl6* in the hearts of C57BL/6 J male and female mice using an adeno-associated virus serotype 9 vector carrying *Acsl6* under the regulation of the cardiac-specific cTnT promoter (AAV9-*Acsl6*) (Fig. 6A). We induced HFpEF in AAV9-GFP and AAV9-*Acsl6* male and female mice to test whether a higher *Acsl6* level alleviates diastolic dysfunction (Fig. 6A). In male mice, *Acsl6* expression was specifically increased in the heart relative to other tissues, including the liver, adipose, skeletal muscle, and kidney (Fig. 6B). Body weight and fat mass were reduced by *Acsl6* overexpression after 7 weeks of HFD + l-NAME feeding (Fig. 6C). Food intake was not significantly affected by *Acsl6* overexpression (Supplementary Fig. 11A). Importantly, AAV9-*Acsl6* administration decreased E/A ratio, E/e’ ratio, and left ventricle mass without affecting LVEF (Fig. 6D-H), demonstrating that *Acsl6* overexpression attenuates diastolic dysfunction in the progression of HFpEF. In addition, *Acsl6* overexpression increased exercise performance, improved glucose tolerance, and reduced plasma cholesterol (Fig. 6I-K). Mice with *Acsl6* overexpression exhibited increased heart mitochondrial function compared to controls (Fig. 6L-Q), suggesting that improved mitochondrial function may contribute to improved diastolic function. Taken together, these data demonstrate that enhancement of *Acsl6* levels in male mice improves mitochondrial function and helps prevent diastolic dysfunction in the HFpEF model.

**Fig. 6:**
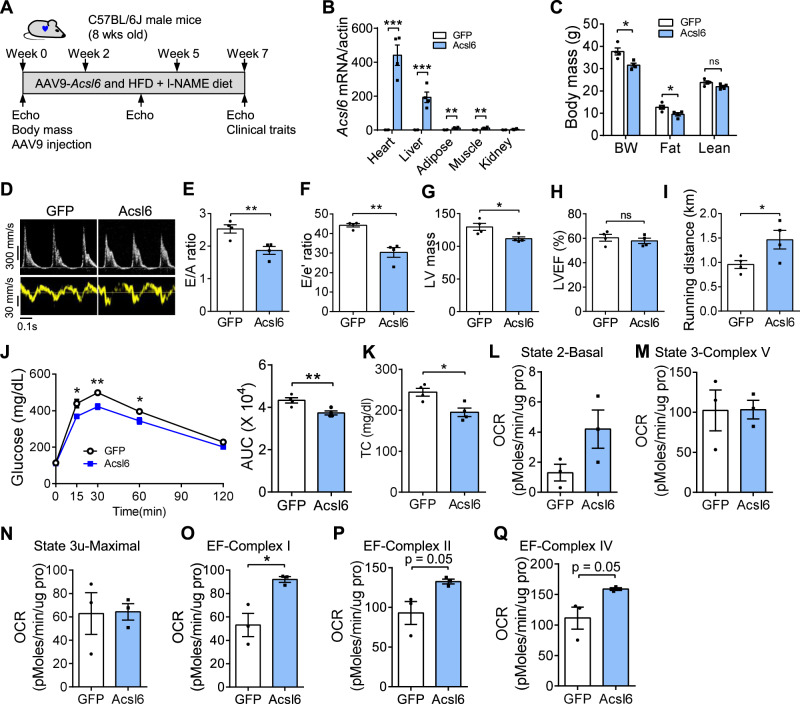
*Acsl6* improves diastolic function and mitochondrial function in C57BL/6 J male mice in HFpEF model. C57BL/6 J male mice (8 weeks old) were injected with AAV9-GFP and AAV9-*Acsl6*. Mice were fed with HFD + l-NAME for 7 weeks to induce HFpEF. After feeding, diastolic function and mitochondrial function were examined. **A** Experimental timeline. **B** qRT-PCR showing *Acsl6* expression in the heart, liver, adipose tissue, skeletal muscle, and kidney after AAV injection. *N* = 4. *p* (heart) = 0.0003; *p* (liver) = 0.0008; *p* (adipose) = 0.002; *p* (muscle) = 0.004. **C** Body composition. BW body weight, Fat fat mass, Lean lean mass. *N* = 4. *p* (BW) = 0.015; *p* (fat) = 0.033. **D**–**H** Representative images of echo echocardiography (**D**), E/A ratio (**E**), E/e’ ratio (**F**), LV mass (**G**), and LVEF (**H**) were examined. *N* = 4. **E** *p* = 0.009. **F** *p* = 0.002. **G** *p* = 0.025. **I**–**K** Running distance (**I**), glucose-tolerance test and area under curve (AUC, **J**), and plasma total cholesterol (**K**) were examined after the feeding. *N* = 4. **I** *p* = 0.049. **J** *p* = 0.009. **K** *p* = 0.012. **L**–**Q** OCR of isolated heart mitochondria were measured by Seahorse assay. The coupling assay measures basal respiration in presence of palmitoyl-carnitine, state 3 (ADP) and state 3 u (FCCP). The electron flow measures complex I (palmitoyl-carnitine), complex II (succinate), and complex IV (TMPD) respiration. *N* = 3. **O** *p* = 0.018. Each point represents a mouse. All data are presented as the mean ± SEM. ns not significant, *P < 0.05, **P < 0.01, and ***P < 0.001, by two-sided Student’s *t*-test. Source data are provided as a Source Data file.

Further, we overexpressed *Acsl6* and reproduced the HFpEF model in female mice using the same strategy. *Acsl6* expression was increased in the heart (Fig. 7A and Supplementary Fig. 11B). Body composition and food intake were not significantly affected by *Acsl6* overexpression after 7 weeks of HFD + l-NAME feeding (Fig. 7B and Supplementary Fig. 11C). Importantly, AAV9-*Acsl6* administration was sufficient to decrease heart weight, E/e’ ratio, and left ventricle mass without affecting LVEF (Fig. 7C-H), demonstrating that *Acsl6* overexpression attenuates diastolic dysfunction in the progression of HFpEF. In addition, *Acsl6* overexpression increased exercise performance, improved glucose tolerance, and decreased plasma lipids, including plasma free fatty acids (Fig. 7I-L), suggesting that *Acsl6* helps maintain metabolic homeostasis in the HFpEF model. Mice with *Acsl6* overexpression exhibited decreased *Nppb* expression as compared with controls in the heart (Fig. 7M), indicating mitigated cardiac dysfunction. In contrast to male hearts, *Acsl6* did not significantly affect mitochondrial function in the female hearts (Fig. 7N-S), suggesting a sex-biased regulation of mitochondria. Taken together, these data demonstrate that enhancement of *Acsl6* levels improves diastolic dysfunction in both male and female mice through sex-biased mechanisms.

**Fig. 7:**
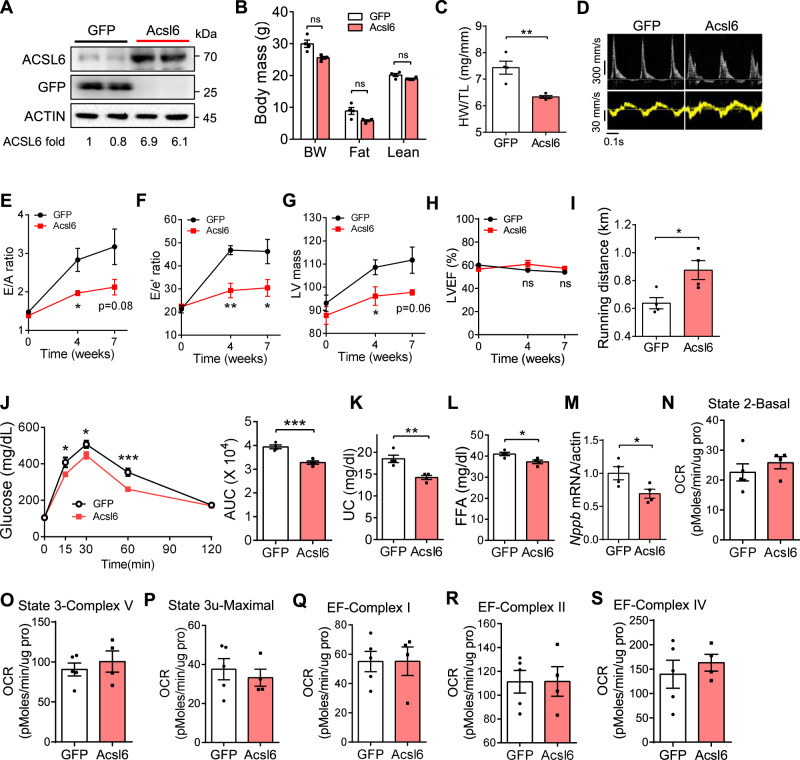
*Acsl6* improves diastolic function in C57BL/6 J female mice in HFpEF model. C57BL/6 J female mice (8 weeks old) were injected with AAV9-GFP and AAV9-*Acsl6*. Mice were fed with HFD + l-NAME for 7 weeks to induce HFpEF. After feeding, diastolic function and mitochondrial function were examined. **A** Western blotting showing protein levels of ACSL6 in the heart of C57BL/6 J female mice treated with AAV9-GFP and AAV9-*Acsl6*. ACSL6-fold change was normalized to ACTIN. Experiment was independently repeated three times. **B** Body composition after the feeding. BW body weight, Fat fat mass, Lean lean mass. *N* = 4. **C**–**H** Heart wight/tibia length ratio (**C**), representative images of echocardiography (**D**), E/A ratio (**E**), E/e’ ratio (**F**), LV mass (**G**), and LVEF (**H**) were examined. **C**–**F**, **H** *n* = 4. **G**, *n* = 5 (GFP) or 4 (Acsl6). **C** *p* = 0.004. **E** *p* (week 4) = 0.03. **F** *p* (week 4) = 0.003; *p* (week 7) = 0.048. **G** *p* (week 4) = 0.042. **I**, **J** Running distance and glucose-tolerance test (**J**) after HFD + l-NAME feeding. *N* = 4. **I** *p* = 0.024. **J** *p* = 0.0007. **K**–**M** Plasma unesterified cholesterol (**K**), free fatty acids (FFA, **L**), and heart *Nppb* mRNA level (**M**). *N* = 4. **K** *p* = 0.005. **L** *p* = 0.019. **M** *p* = 0.043. **N**–**S** OCR of isolated heart mitochondria were measured by Seahorse assay. GFP, *n* = 5; Acsl6, *n* = 4. Each point represents a mouse. All data are presented as the mean ± SEM. ns not significant, *P < 0.05, **P < 0.01, and ***P < 0.001, by two-sided Student’s *t*-test. Source data are provided as a Source Data file.

## Discussion

We have used systems genetics approaches that integrate genetics and omics technologies to understand mechanisms underlying HFpEF traits, including diastolic dysfunction. An aspect of particular interest in this study was the increased prevalence of HFpEF in women as compared to men. Using both mouse models and data from studies of heart failure in humans, we observed that males tend to have higher levels of mitochondrial gene expression (from both the nuclear and the mitochondrial genome) than females. In mice, we also found that mitochondrial DNA levels were higher in males and that the levels of both gene expression and mitochondrial DNA were regulated by male and female sex hormones. We further observed that mitochondrial DNA level was significantly associated with diastolic function, a key feature of HFpEF, in a panel of diverse strains. To further understand the role of mitochondrial function in HFpEF, we identified candidate causal genes for diastolic function based on the correlation between the *cis* component of gene expression and echocardiographic parameters reflecting diastolic function. Thus, the expression of a gene can be correlated with a trait either because the trait regulates gene expression (*trans*-regulation) or because the expression of the gene regulates the trait, the latter being consistent with *cis*-regulation. We chose the gene *Acsl6*, encoding a mitochondrial protein involved in lipid metabolism, for validation and follow-up. Each of these points is discussed in turn below.

HFpEF has become increasingly common with the increase in obesity and diabetes and now accounts for about half of all heart failure. The drugs that are effective in treating HfrEF have proven ineffective for HFpEF, and thus there has been an urgent need for a better understanding of the mechanisms underlying HFpEF and for the development of new drugs to treat it. Recent studies have shown that inhibitors of the sodium-glucose transporter 2 (SGLT2) that were developed for diabetes are also effective in reducing cardiovascular death and hospitalizations in patients with HFpEF^32^. Also, nicotinamide and drugs promoting NAD + synthesis appear promising based on studies in human and mouse models^33,34^. The interplay of metabolic disturbances and systemic inflammatory burden, named metainflammation, is considering a potential therapeutic target in HFpEF^35^. HFpEF appears to be very heterogenous and complex in etiology, with both metabolism and inflammation components^35,36^. This has made human studies difficult and mouse models that replicate many of the features of HFpEF have been developed^29^. Studies in the “two-hit” mouse model of HFpEF suggest that the Unfolded Protein Response (UPR) governs lipid accumulation and contractile performance^29,37^. Targeting UPR by Imeglimin prevents metabolic and cardiac abnormalities in the model^38^.

Among the characteristics of HFpEF is sex bias, as about two-thirds of patients are women, and women also tend to have more severe symptoms than males^9–12,39,40^. We note that the notion of female predilection has been called into question and may be due in part to the fact that women tend to be smaller than men^1,13–15^. One approach to examining sex differences is to study animal models where procedures such as gonadectomy can be applied and genetic and environmental factors can be controlled. We observed that in the “two-hit” HFpEF model female mice of multiple strains exhibited impaired diastolic function as compared to males. This contrasts with the findings of Tong et al.^21^. We suspect that the differences may be explained by the genetic background since they used strain C57BL/6 N mice whereas we used strain C57BL/6 J mice as well as a number of other strains. Gene-by-sex interactions are difficult to detect in humans but are commonly observed in mice^22^.

During the course of our studies of multiple mouse strains we found that males tend to have more mitochondrial DNA and increased expression of genes encoding mitochondrial proteins than do females (Fig. 2). Functional studies involving Seahorse analyses of oxygen consumption were consistent with these findings. We also observed both mitochondrial DNA levels and function were regulated by sex hormones, as testosterone increased these in gonadectomized males and estrogen decreased these in gonadectomized females. We also observed that in human cohorts, the expression of most genes encoding mitochondrial proteins was elevated in males as compared with females (Fig. 2), suggesting that humans have similar sex differences in heart mitochondrial function. In mice, cardiomyocytes, rather than other cell types account for the differences in mitochondrial function.

We suspected that the mitochondrial differences could be responsible in part for the sex differences in HFpEF prevalence since a number of studies have provided convincing evidence of the role of mitochondria in heart failure^23,41,42^. Supporting this idea were several findings: First, in a genetic study of isoproterenol-induced heart failure in mice we found that genes associated with diastolic dysfunction were most strongly enriched in mitochondrial pathways (Fig. 1H). Second, in the isoproterenol study mitochondrial copy number was correlated with several measures of diastolic dysfunction. Third, gonadectomy studies in the “two-hit” HFpEF model decreased mitochondrial function and also worsened diastolic function in males whereas it increased mitochondrial function and improved diastolic function in females (Fig. 3). Fourth, the studies of *Acsl6* provide evidence for a causal connection.

The *Acsl6* gene, encoding a mitochondrial protein involved in fatty-acid metabolism, was validated by overexpression in the heart using an adeno-associated viral vector. Overexpression improved diastolic function, reduced left ventricular mass, increased running distance, and improved glucose disposal (Figs. 6 and 7). It also improved aspects of mitochondrial function, as judged by the oxygen consumption rate of isolated mitochondria in males but not females (Figs. 6 and 7). One limitation of our study is that as *Acsl6* shows some overexpression in other tissues, notably in the liver, additional studies will be required to determine its mechanisms of action. The mechanistic link between *Acsl6* and diastolic function may relate to ATP production. The heart requires a tremendous amount of ATP during relaxation as well as contraction, as calcium needs to be sequestered in the endoplasmic reticulum.

The finding that sex hormones regulate mitochondrial levels may have clinical implications. The levels of testosterone decline in elderly men and levels of estrogen decrease following menopause in women^23,43^. Testosterone treatment, however, has diverse effects that complicate its usefulness as a therapeutic agent. Also, a meta-analysis of eight small studies of heart failure with a total of 170 subjects failed to observe significant improvement following testosterone treatment^43^.

## Methods

### Mice

All animal experiments were approved by the University of California Los Angeles (UCLA) Animal Care and Use Committee, in accordance with Public Health Service guidelines. All mice were purchased from the Jackson Laboratory. Mice were maintained on a 12 h light/dark cycle from 6 am to 6 pm at ambient temperature (~72 F) with controlled humidity (~45%) in pathogen-free conditions. Animals were randomly assigned to each treatment group and experiments were performed under standard laboratory procedures of randomization and blinding. No wild animals or field-collected samples were used in the study.

### HMDP models

HFpEF was induced by HFD + l-NAME feeding for 7 weeks^29^. Eight-week-old mice were fed with a chow diet (Teklad, Cat# 2916) or HFD (Research Diets # D12492). Nω-Nitro-L-arginine methyl ester hydrochloride (l-NAME) (Sigma # N5751-25G) was dissolved in drinking water (0.5 g/L, pH = 7.4). Echocardiography was performed before and after the diet to assess cardiac function. For ISO-HMDP, 9-week-old female mice from 105 inbred strains were treated with isoproterenol (30 mg/kg/day) via an intra-abdominally implanted osmotic pump for 21 days. Mice were maintained on a chow diet and echocardiography was performed weekly to assess cardiac function. Body composition was determined biweekly using nuclear magnetic resonance (NMR, Bruker Minispec). Upon sacrifice, tissues were weighed and instantly frozen in liquid nitrogen. Blood was collected in a BD Microtainer (Tubes with K_2_EDTA, # 365974) and plasma was collected after 9300 × *g* for 5 min at 4 °C.

### Gonadectomy and hormone replacement

Gonadectomy was performed as previously described^44^. Briefly, at 6 weeks of age the mice were subjected to gonadectomy, with mice treated with sham and hormone pellet implantation after surgery serving as controls. Mice were gonadectomized under isoflurane anesthesia (1–2% isoflurane in 95% oxygen). Scrotal skin of male mice was bilaterally incised, testes removed, and the incisions closed with suture and wound clips. Ovaries of female mice were removed through an incision below the ribcage (about midway between the hip and the bottom of the ribcage, and about 2/3 of the way from ventrum to dorsum). In sham-operated control mice, incisions were made and closed as described above but the gonads remained intact. For hormone pellet implantation after gonadectomy, a 5 mg pellet of 5a-dihydrotestosterone 90-day release (Innovative Research of America, FL) and 0.5 mg estradiol 90-day release were used with tubing, respectively. Carprofen (Rimadyl, 6 mg/kg body weight) was injected for three consecutive days after the surgery.

### *Trans*-thoracic echocardiography

The mice were anesthetized and maintained with 1–2% isoflurane in 95% oxygen. *Trans*-thoracic echocardiography was conducted with Vevo 2100 high-frequency, high-resolution digital imaging system (VisualSonics) equipped with a MS400 MicroScan Transducer. A parasternal short axis view was used to obtain M-mode images for analysis of fractional shortening, ejection fraction, and other cardiac functional parameters. The apical four-chamber view was used to obtain tissue Doppler imaging (TDI) mode and Pulse-wave Doppler (PWD) mode for analysis of myocardial velocity and blood flow velocity, respectively. Echocardiographic results in the different groups of mice were listed in Supplementary Table 1.

### Exercise exhaustion test

After three days of acclimatization to a treadmill, an exhaustion test was performed on the mice. Mice ran on the treadmill (20°) at the warming-up speed of 5 m/min and the speed was increased gradually to 18 m/min. The speed was kept at 18 m/min until the mice were exhausted. Exhaustion was defined as the inability of the mice to return to running within 10 s of direct contact with an electric-stimulus grid. Running time was recorded and running distance was calculated. Anesthesia was not required and mice were returned to their original cages immediately after the test.

### Food intake

After 7 weeks of HFD + l-NAME feeding, daily food intake was calculated by subtracting the remaining food from the initially premeasured food for 3 consecutive days.

### Mitochondrial isolation and function

Real-time measurement of oxygen consumption rate (OCR) in isolated mitochondria was carried out using the XF24 Extracellular Flux Analyzer (Agilent)^45^. Upon sacrifice, the heart was instantly washed in cold PBS and homogenized in MSHE buffer. Mitochondria were isolated by dual centrifugation (800 × *g* and 8000 × *g*) and resuspended in MAS buffer. For respirometry assays, 6 µg of protein were loaded per well. The coupling assay measurements were obtained in the presence of 40 µM palmitoyl-carnitine and 100 µM malate, and after the sequential injection of 4 mM ADP (State 3), 2.5 µM oligomycin (ATP synthase inhibitor, which allows determination of ATP-linked respiration), 4 µM FCCP (an uncoupler, which allows determination of maximal mitochondrial respiratory capacity), and 1.5 µg/ml Antimycin A (inhibitors of complex III of the electron transport chain, which allows determination of uncoupled respiration). The electron flow assay measured complex I (40 µM palmitoyl-carnitine and 100 µM malate in presence of 4 µM FCCP), complex II (10 mM succinate), and complex IV (100 µM TMPD) respiration. OCR was normalized per protein content using a Bradford assay.

### Adult cardiomyocyte isolation and cellular bioenergetics

Adult mouse cardiomyocytes were isolated using a Langendorff system as previously described^46,47^ with some modifications to allow cardiomyocyte plating. Mice were injected with 100 USP unit heparin (Sagent, 25021-400-10) and then anesthetized with 100 µL pentobarbital (Vortech Pharmaceuticals). Hearts with intact aorta were removed, and lungs were cleared from cardiac tissue. The aorta was cannulated and the hearts perfused with Tyrode’s solution (13 mM NaCl, 0.54 mM KCl, 0.06 mM NaH_2_PO4, 0.1 mM MgCl_2_, 1 mM HEPES, 10 mM glucose, 0.5 mM EGTA, and 10 mM BDM, pH 7.37) oxygenated with 95% (v/v) O_2_–5% (v/v) CO_2_) at 37 °C) for 20 min. Cardiac tissue was then perfused with Digestion Buffer (5 mg Protease (Sigma) and 50 mg Type 2 Collagenase (Worthington) in Tyrode’s solution) for 10–15 min. After digestion, the organs were finally perfused with KB Buffer (130 mM NaCl, 25 mM KCl, 10 mM KH_2_PO_4_, 2 mM MgSO_4_, 10 mM glucose, 20 mM taurine, 5 mM creatine, 100 mM potassium glutamate, 10 mM aspartic acid, 10 mM HEPES, 50 µM CaCl_2_, pH 7.18, oxygenated with 95% O_2_–5% (v/v) CO2.) for 5 min. Hearts were removed from the Langendorff apparatus and placed in Dissociation buffer (10% FBS and 25 µM Blebbistatin in KB buffer). Atria and right ventricle were removed, left ventricular myocytes were dissociated into solution, filtered (100 μm strainer), and calcium was gradually introduced in increasing increments (250, 500, and 1000 µM) before adding culture media (MEM supplemented with 25 mM HEPES, 10% FBS, penn/strep, and 25 µM blebbistatin). Cardiomyocytes were seeded in an XF24 plate (precoated with 5 µg/mL laminin, Sigma) at 100,000 cells per well. One hour after plating, unattached myocytes were washed with culture media. Oxygen consumption rate (OCR) was measured before and after the sequential injection of 1.5 µM oligomycin, 1.5 µM FCCP, and 4 µM of rotenone/myxothiazol. Mixing, waiting, and measurement times were 3, 2, and 3 min, respectively. Measures were normalized by total protein by Bradford (Thermo Fisher).

### Adeno-associated virus (serotype 9)

AAV9-cTnT-m-Acsl6-WPRE and AAV9-cTnT-m-eGFP-WPRE were purchased from Vector Biosystems Inc (AAV-251968). AAV stock was purified in PBS with 5% glycerol and diluted with sterile saline before tail vein injection. Each mouse received 2e12 genome copies virus in 100 uL total volume.

### RNA extraction and reverse transcription

Upon sacrifice, tissues were instantly frozen in liquid nitrogen. Cells or frozen tissue were homogenized in QIAzol Lysis Reagent (Qiagen, 1 mL per 20 mg tissue), and following chloroform (200 µL per 1 mL QIAzol) phase separation RNA extraction was carried out using miRNeasy Mini Kit (Qiagen # 217004) as recommended by the manufacturer. High-quality RNA was eluted in ~50 µL RNase-free water and assessed for purity and concentration using a Nanodrop ND-100 Spectrophotometer. Two micrograms of total RNA per sample were reverse transcribed using a MultiScribe Reverse Transcriptase kit (Applied Biosystems # 4311235) with random primers. Reverse-transcribed cDNA was then diluted in water (10–20× dilution) for qPCR analysis.

### Quantitative PCR

Quantitative PCR was carried out using a PowerTrack SYBR Green Master Mix (100029284) as recommended by the manufacturer. Samples were run on a LightCycler 480 II (Roche) and analyzed with the Roche LightCycler 1.5.0 Software. qPCR targets were normalized to actin and quantified using the delta Ct method. All qPCR primer sequences were obtained from PrimerBank (https://pga.mgh.harvard.edu/primerbank/). All Sequences to qPCR primers are listed below:

**Table:** 

Species	Gene	Sequence (5’−3’)
Mouse	Actin-F	GGCTGTATTCCCCTCCATCG
Mouse	Actin-R	CCAGTTGGTAACAATGCCATGT
Mouse	Fabp3-F	ACCTGGAAGCTAGTGGACAG
Mouse	Fabp3-R	TGATGGTAGTAGGCTTGGTCAT
Mouse	Acsl6-F	GCACAGAGCAGTTCGTTGGT
Mouse	Acsl6-R	ATGTAGCTGATAGACCCTGGG
Mouse	Fasn-F	GGAGGTGGTGATAGCCGGTAT
Mouse	Fasn-R	TGGGTAATCCATAGAGCCCAG
Mouse	Acaca-F	ATGGGCGGAATGGTCTCTTTC
Mouse	Acaca-R	TGGGGACCTTGTCTTCATCAT
Mouse	Nppb-F	GAGGTCACTCCTATCCTCTGG
Mouse	Nppb-R	GCCATTTCCTCCGACTTTTCTC

### Western blotting

Heart tissues were lysed in Whole Cell Extraction buffer (WCE) containing 62.5 mM Tris-HCl (pH 6.8), 2% (wt/v) Sodium dodecylsulfate, and protease and phosphatase inhibitor (Fisher # 78441). Protein content was measured using BCA protein assay kit (Pierce) and samples were then denatured in 4× LDS loading buffer (Life Technologies) at 99 °C for 5 min. Samples were then loaded into 4–12% Bis-Tris gels (Invitrogen) and separated out at 80 volts. Protein was then transferred to PVDF membranes (Immobilon) for 2 h at 100 volts. Following transfer, membranes were washed with TBST, and then blocked in 5% milk (Gibco) in TBST for 1 h at room temperature. Membranes were then placed in primary antibodies on a shaker overnight at 4 °C. Primary antibodies were used as follows: rabbit ACSL6 (Thermo Fisher # PA5-30465, 1:1000), rabbit ACTIN (Cell Signaling # 4967 S, 1:2000), mouse GFP (Cell Signaling # 2955 S, 1:2000). The following day, membranes were washed in TBST and then placed in secondary antibodies (Cell Signaling, anti-rabbit IgG, HRP-linked antibody, Cat# 7074P2,1:10,000; anti-mouse IgG HRP-linked antibody, Cat# 7076 S, 1:10,000) for 1.5 h at room temperature. Blots were then washed in TBST and placed in Amersham ECL detection solution (GE health sciences). Blots were imaged using Amersham ImageQuant™ 800 Western Blot Imaging Systems (Cytiva) and bands were quantified using ImageJ Software. Source data are provided as a Source Data file.

### RNA library preparation and sequencing

Upon RNA extraction with miRNeasy Mini Kit, total RNA quality was validated with BioANAlyzer (all samples had RIN > 8). RNA libraries were prepared by the sequencing facility at the UCLA Technology Center for Genomics & Bioinformatics (TCGB) using Nugen Universal mRNA-Seq kit. Gene expression in the heart from the HMDP strains was analyzed using 2 ×50 NovaSeq S2 (~37.5 million reads per sample). Reads were quantified against the GRCm38.p6 mouse reference transcriptome (Ensembl release 97) using kallisto version 0.46.0. Differential expression analysis was performed with DESeq2 1.28.1.

### Intraperitoneal glucose-tolerance test

Intraperitoneal glucose-tolerance tests (i.p. GTT) were performed by injection of glucose (2 g/kg body weight in sterile saline) after 16 h fasting. Tail blood glucose levels (mg/dL) were measured with a glucometer before (0 min) and at 15, 30, 60, and 120 min after glucose administration.

### Plasma lipid measurement

Plasma lipids were measured as described previously^48^. Briefly, mice were fasted for 4 h prior to retroorbital bleeding using isoflurane. Plasma cholesterol concentrations were determined by enzymatic procedures in 96-well plates using a Biomek 1000 Automated Laboratory Workstation (Beckman). Free fatty acids were measured with Wako Diagnostics HR series NEFA-HR (2) kit. Samples were measured at a wavelength of 490 nm with a Vmax Microplate Reader (Molecular Devices, Inc.). Each sample was measured in triplicate.

### Mitochondrial DNA content

Mitochondrial DNA content was measured as described previously^25,26^ with modifications. About 20 mg heart tissue was digested with 500 µL digestion buffer (100 mM NaCl, 10 mM Tris-Cl, pH 8, 25 mM EDTA, pH 8, 0.5% SDS, 0.2 mg/ml proteinase K) at 55 °C overnight (5–18 h until the sample is clear). After digestion, 500 µL phenol/chloroform/isoamyl alcohol (25:24:1 ratio, prepared fresh) was added to the DNA. After 1 min of vortex, the samples were centrifuged at 9300 × *g* for 10 min at room temperature. The top phase containing total DNA (mitochondrial and nuclear) was carefully transferred to a new tube. An equal volume (~400 µL) of CI (chloroform: isoamyl alcohol 24:1) was added, mixed gently for 1 min, and centrifuged for 10 min at 10,000. The top phase containing DNA was carefully transferred to a new tube. Then 200 µL of 7.5 M ammonium acetate and 2–2.5 volumes of ice-cold 100% ethanol were added to DNA, mixed gently, and placed at −70 °C for 20–30 min. The mix was then centrifuged in a fixed-angle microcentrifuge at maximum speed for 15 min. After removing the supernatant, 1 mL of 75% ethanol was added. The tube was inverted gently and speed at maximum speed for 15 min. Then the supernatant was removed and the DNA pellet was dried at room temperature. The pellet was dissolved in 200 µL TE buffer. Both mitochondrial and nuclear DNA were amplified by quantitative PCR with 25 ng of total DNA using primers in the D-loop region and Tert gene, respectively. Mitochondrial DNA content was normalized to nuclear DNA, and was calculated using the equation 2 × 2DCt (DCt = D-loop Ct − Tert Ct).

Primer sequences for mtDNA:

Forward 5’-AATCTACCATCCTCCGTGAAACC-3’;

Reverse: 5’-TCAGTTTAGCTACCCCCAAGTTTAA-3’.

Tert control:

Forward 5’-CTAGCTCATGTGTCAAGACCCTCTT-3’;

Reverse 5’-GCCAGCACGTTTCTCTCGTT-3’.

### Expression quantitative trait loci (eQTL) analysis and systems genetics approach

Genome-wide association study (GWAS) for gene expression was performed with FaST-LMM (fast spectrally transformed linear mixed models). eQTLs with peak single nucleotide polymorphism (SNP) mapped within 1 Mb of gene position (*p* < 1.4e-3) are referred to as *cis*-eQTLs. The systems genetics approach to identify candidate causal genes for complex traits was performed as previously described^31^. Briefly, we leveraged gene expression variation due to local or *cis*-eQTL SNP genotypes to identify candidate causal genes. Thus, across the mouse diversity panel, there was a significant correlation between the *cis* component of *Acsl6* gene regulation and the E/A ratio. Such correlations are consistent with a causal role for the gene since the *cis* variation is controlled by upstream local genetic differences rather than in trans by the downstream trait.

### Statistical analysis

All computational procedures were carried out using R statistical software. Data were analyzed with GraphPad software (2018 GraphPad Software, Inc, USA). Pathway analysis was performed with The Database for Annotation, Visualization, and Integrated Discovery (DAVID) https://david.ncifcrf.gov/home.jsp. Correlations and associated *p*-values were calculated with the biweight midcorrelation, which is robust to outliers and associated p-value. Single comparisons between two groups were performed using two-sided Student’s *t*-tests with 95% confidence intervals. Comparisons involving multiple time points were assessed using an ordinary one-way ANOVA followed by Tukey’s multiple comparisons test or using a two-way ANOVA followed by Sidak’s multiple comparisons test. All data presented as mean ± SEM. Values were considered significant at *p* < 0.05. *p < 0.05, **p < 0.01, ***p < 0.001, and ****p < 0.0001.

## Supplementary information

Supplementary figures

Report summary

Peer Review File

## Data Availability

The data supporting the findings from this study are available within the manuscript and its supplementary information. The RNA-sequencing data were deposited to the Gene Expression Omnibus (GEO) database (https://www.ncbi.nlm.nih.gov/geo/) under the accession number GSE194198 (HF/HS heart HMDP RNA-seq data) and GSE194151 (HFpEF heart RNA-seq data). Genome Reference Consortium Mouse Build 38 patch release 6 (GRCm38.p6) is released from Ensembl (Ensembl 97: http://jul2019.archive.ensembl.org/Mus_musculus/Info/Index). Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Sex differences in heart mitochondria regulate diastolic dysfunction
**Source:** Nat Commun. 2022 Jul 4;13:3850. doi: 10.1038/s41467-022-31544-5
**Supplement:** Supplementary file 1 — Supplementary figures

# Supplementary Figure 1

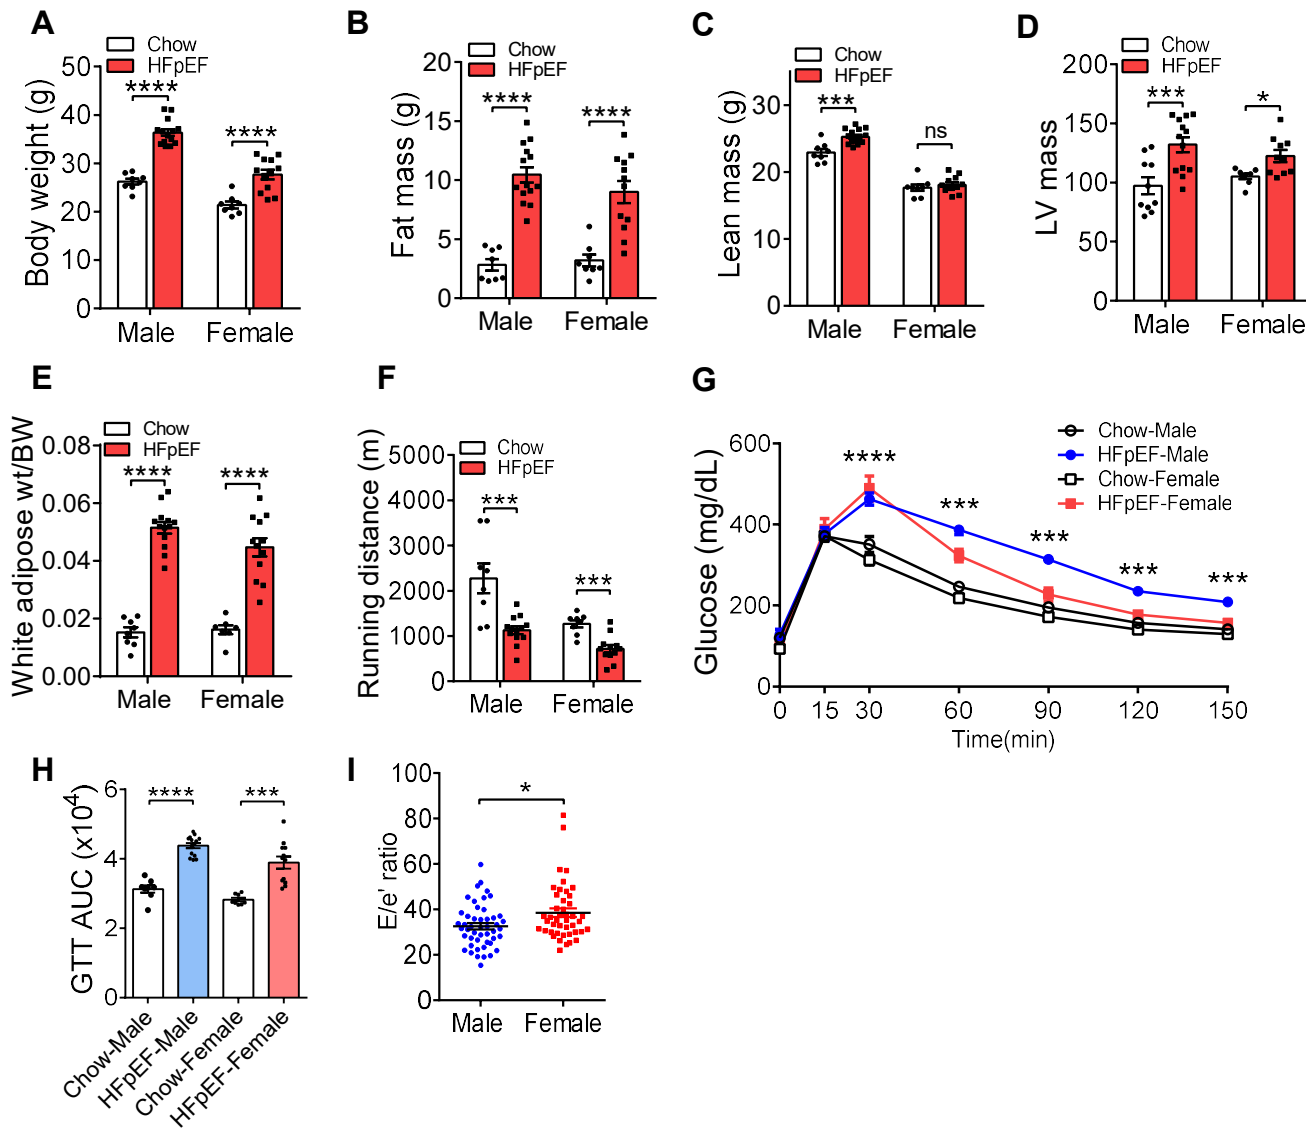

## Supplementary Figure 1. Development of HFpEF in male and female mice.

**A-F.** Body weight (**A**), fat mass (**B**), lean mass (**C**), left ventricle mass (**D**), white adipose weight/body weight (**E**) and running distance (**F**) of C57BL/6J male and female mice after 7 weeks of chow diet and HFD + I-NAME diet. Male-chow, n = 8 (**A-C,E-F**) or 10 (**D**); male-HFpEF, n = 14 (**A-C**) or 13 (**D-F**); female-chow, n = 8; female-HFpEF, n = 12 (**A-C, E-F**) or 10 (**D**). **A**, p (male) < 0.0001; p (female) < 0.0001. **B**, p (male) < 0.0001; p (female) < 0.0001. **C**, p (male) = 0.0008. **D**, p (male) = 0.0006; p (female) = 0.011. **E**, p (male) < 0.0001; p (female) < 0.0001. **F**, p (male) = 0.0001; p (female) = 0.0003.

**G-H.** Glucose tolerance test (**G**) and area under curve (**H**) of C57BL/6J male and female mice after 7 weeks of chow diet and HFD + I-NAME diet. In **G**, asterisks indicate comparison between Male-HFpEF and Male-Chow. P < 0.0001. Chow-male, n = 8; HFpEF-male, n = 14; Chow-female, n = 8; HFpEF-female, n = 12. **H**, p (male) < 0.0001; p (female) = 0.0001.

**I.** 30 inbred strains of male and female mice were subjected to HFD + I-NAME diet for 7 weeks and E/e' ratio was measured after the feeding. N = 1-3 per strain. P = 0.011.

Each point represents a mouse. All data are presented as the mean  $\pm$  SEM. \*P < 0.05, \*\*P < 0.01, \*\*\*P < 0.001, and \*\*\*\*p < 0.0001, by 2-way ANOVA (**A-H**), or Student's t test (**I**). Source data are provided as a Source Data file.

## Supplementary Figure 2

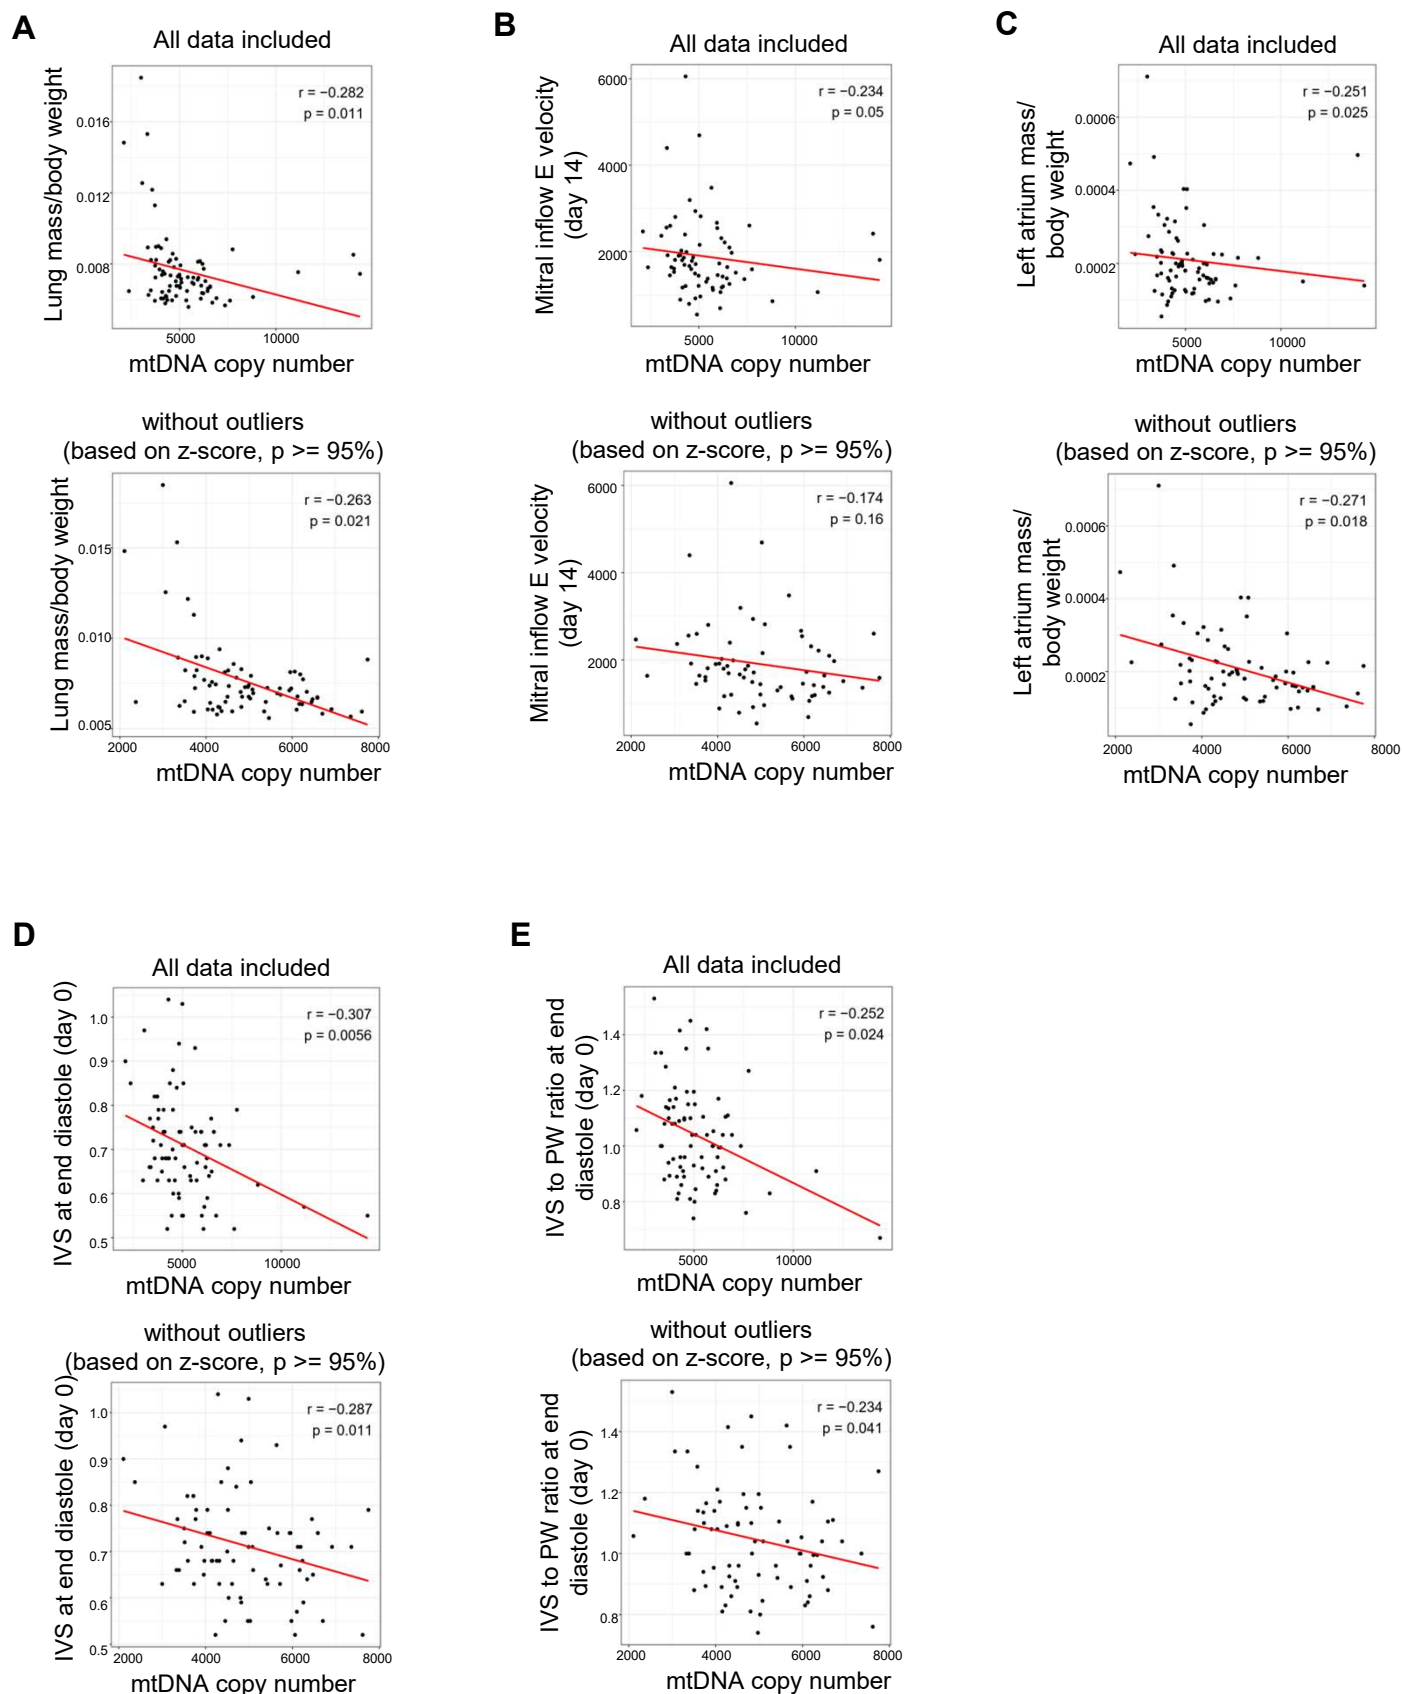

### Supplementary Figure 2. mtDNA level was associated with traits of diastolic function.

**A-E.** mtDNA copy number correlated with lung mass/body weight (**A**), mitral inflow E velocity (day 14, **B**), left atrium mass/body weight (**C**), IVS at end diastole (day 0, **D**) and IVS to PW ratio at end diastole (day 0, **E**) in ISO-HMDP mice. Each point represents a mouse from an inbred strain. For each trait, all mtDNA content data included (top) and outliers excluded based on z-score (bottom) were shown. p-values are from biweight midcorrelation (bicor) tests.

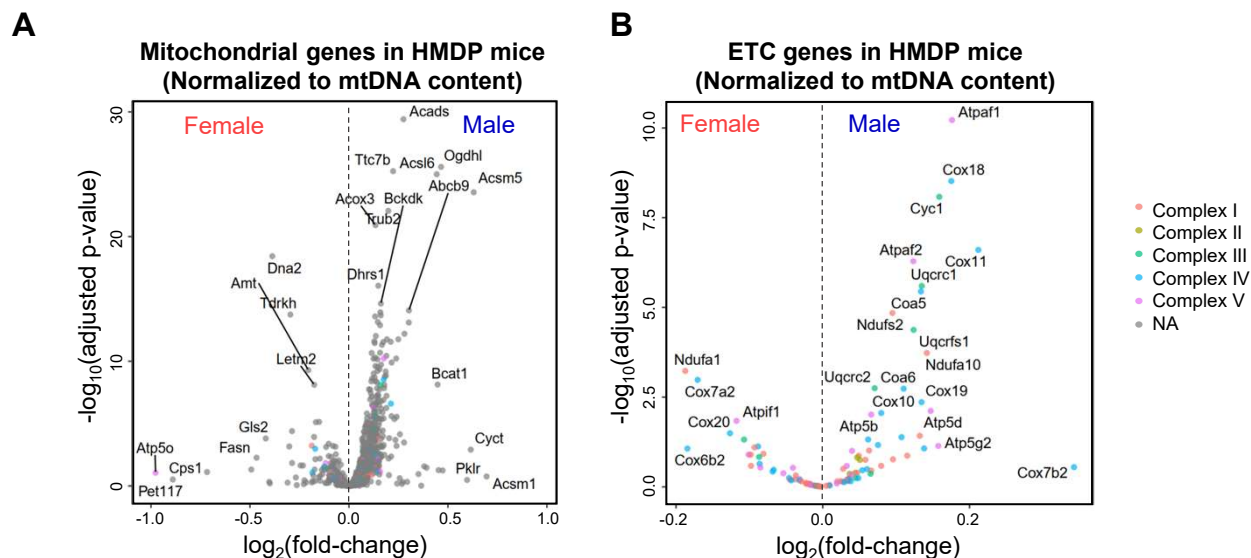

**Supplementary Figure 3. Male mice exhibited higher mitochondrial gene expression compared to female mice.**

**A-B.** Differential expressed mitochondrial genes (**A**) and electron transport chain (ETC) genes (**B**) in 100 strains of HMDP mice were normalized to mtDNA content in each strain. The gene expression values were strain-averaged. 77 strains for which male and female mice were sequenced were included. DESeq2 analysis was performed using mitochondrial DNA content as one of the terms in the experimental design. DESeq2 results use the Wald test, corrected for false discovery rate (FDR) using the Benjamini-Hochberg (BH) method.

# Supplementary Figure 4

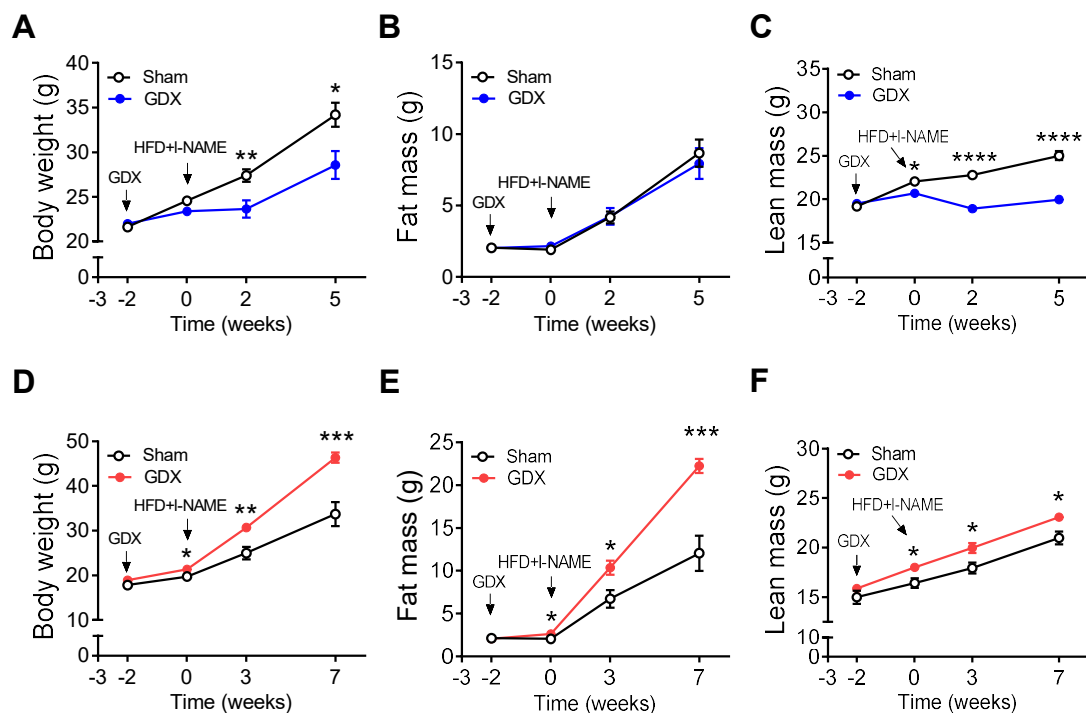

## Supplementary Figure 4. Gonadectomy and HFpEF induction in C57BL/6J male and female mice.

**A-C.** Body weight (**A**), fat mass (**B**), and lean mass (**C**) of C57BL/6J male mice after gonadectomy and HFD + I-NAME diet. N = 13. **A**, p (week 2) = 0.004; p (week 5) = 0.011. **C**, p (week 0) = 0.014; p (week 2) < 0.0001; p (week 5) < 0.0001.

**D-F.** Body weight (**D**), fat mass (**E**), and lean mass (**F**) of C57BL/6J female mice after gonadectomy and HFD + I-NAME diet. Sham, n = 6; GDX, n = 7. **D**, p (week 0) = 0.034; p (week 2) = 0.002; p (week 5) = 0.0008. **E**, p (week 0) = 0.029; p (week 2) = 0.017; p (week 5) = 0.0004. **F**, p (week 0) = 0.011; p (week 2) = 0.019; p (week 5) = 0.014.

All data are presented as the mean  $\pm$  SEM. \*P < 0.05, \*\*P < 0.01, \*\*\*P < 0.001, and \*\*\*\*p < 0.0001, by two-sided Student's t test. Source data are provided as a Source Data file.

Supplementary Figure 5

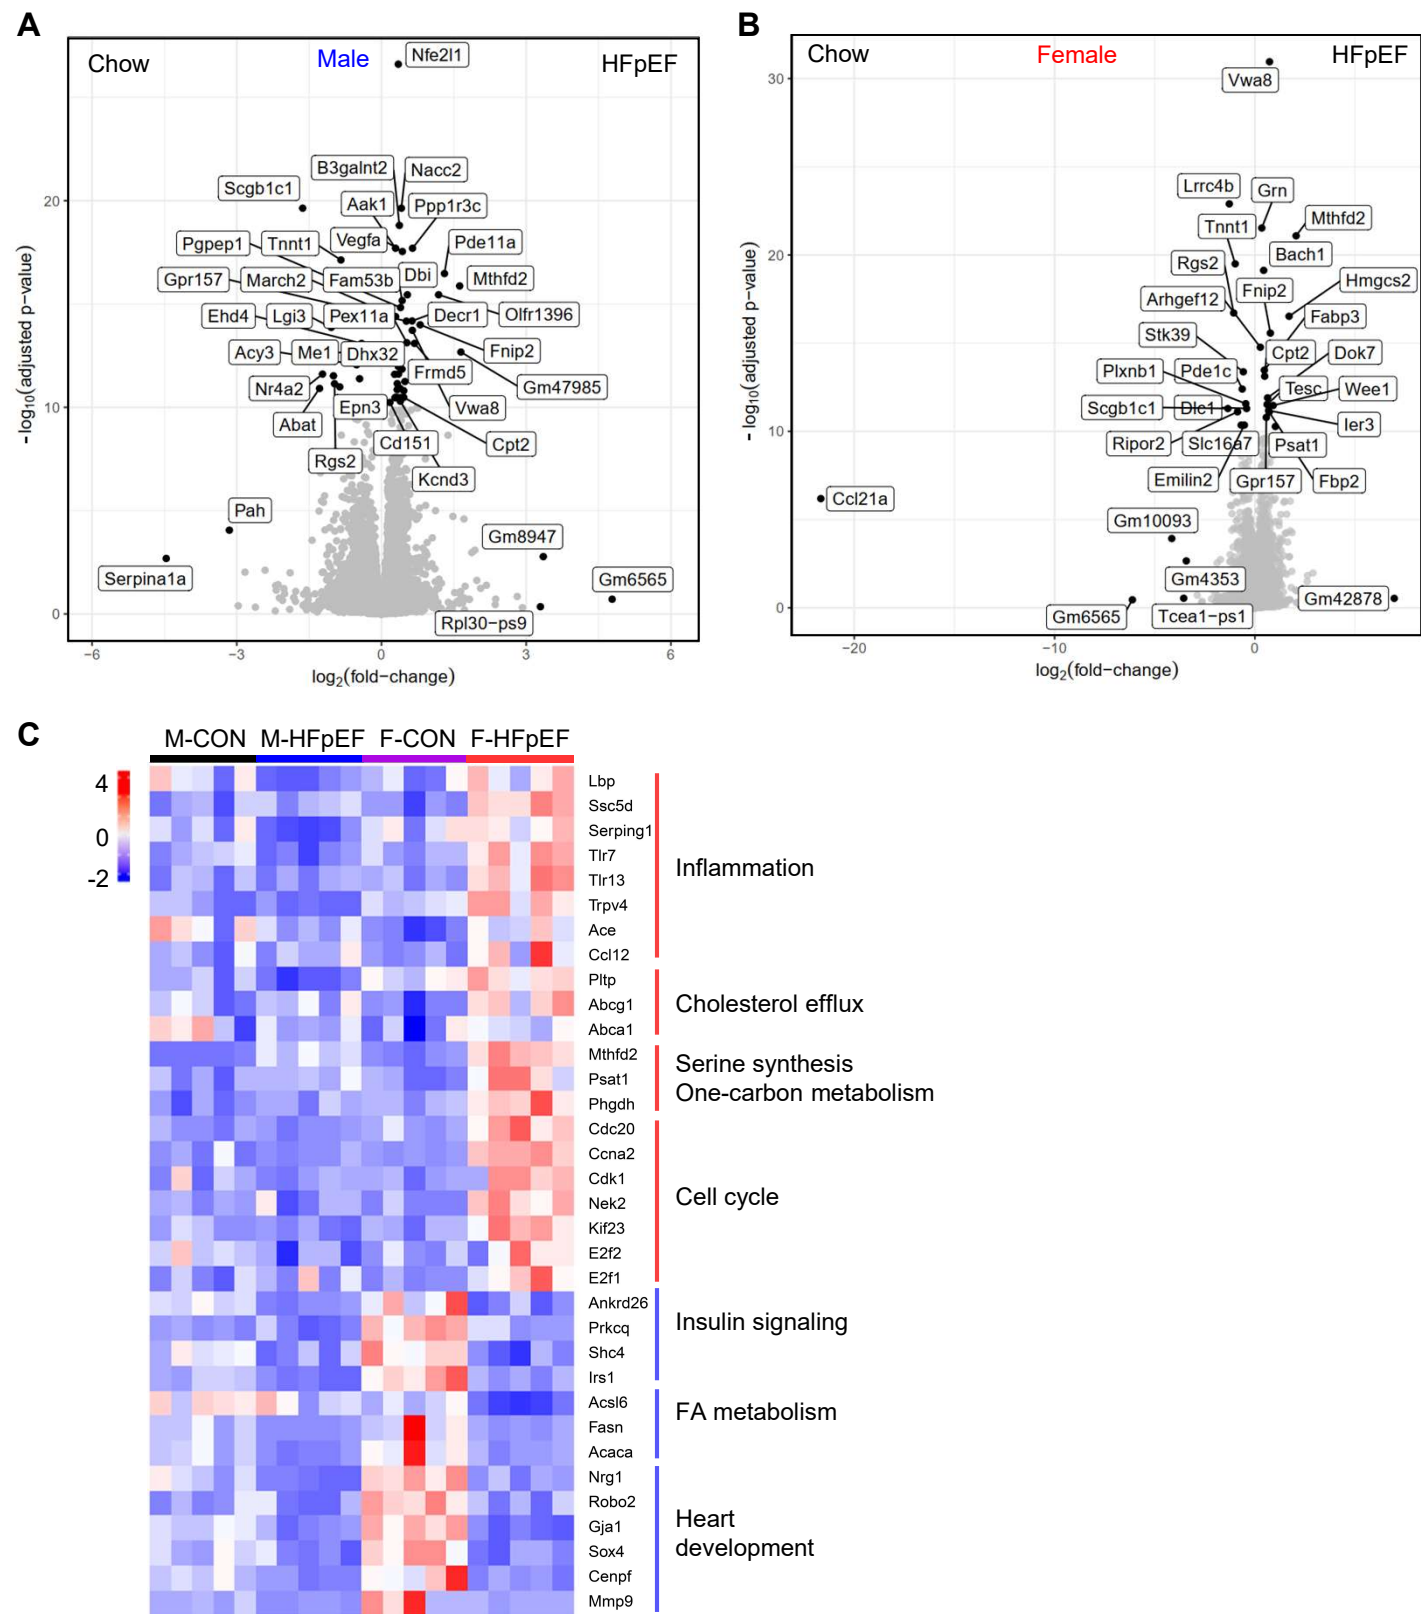

**Supplementary Figure 5. Differential expressed genes in male and female hearts after HFpEF.**

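Lrrc4b went from 15.9 ± 2.94 CPM on chow to 6.57 ± 0.975 CPM under HFpEF in females (SD, n = 7 each). Scgb1c1 went from 3.82 ± 1.35 to 1.26 ± 0.525 CPM in males (SD, n = 8 each) and from 5.86 ± 1.61 to 2.29 ± 0.584 CPM in females. Tnnt1 went from 8.78 ± 1.49 to 4.43 ± 0.591 CPM in females.
Of 39 genes labelled in Supplementary Fig. 5A, 37 were tested. In males 10 of them rose, 6 fell and 21 did not pass in edgeR. With the term for the 12 deeper male libraries 23 rose, 7 fell and 7 did not pass, and without those libraries 10 rose, 3 fell and 24 did not pass. Of 33 genes labelled in Supplementary Fig. 5B, 30 were tested, and in females 8 rose, 6 fell and 16 did not pass. With the term 16 rose, 11 fell and 3 did not pass.
Ier3, an early response gene, had a log2 fold change of 0.68 in females (adjusted p = 0.0544, and 4.13e-05 with the term). Fabp3, the fatty acid-binding protein of heart muscle, had 0.47 in females (adjusted p = 0.398, and 5.32e-05 with the term). An exact permutation test of Fabp3 on log2 CPM passed in females (adjusted p = 0.00544 over 28 tests) and not over all males (adjusted p = 0.175). The study chose these labels on these samples, so their counts are not independent evidence.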

**A-B.** Volcano plot showing differential expression genes in male (**A**) and female (**B**) heart tissue after 7 weeks of HFD + I-NAME diet relative to chow diet. The x axis represents fold change in log2 scale of HFpEF versus chow while the y axis indicates  $-\log_{10}(\text{adjusted } p\text{-value})$ . Each point represents a gene. DESeq2 results use the Wald test, corrected for FDR using the BH method.

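Fasn, which makes palmitate, had 57.4 ± 38.4 CPM in female chow hearts and 24.0 ± 4.03 CPM in female HFpEF hearts (SD, n = 7 each), a log2 fold change of -1.26 (adjusted p = 0.444, and 0.00163 with the term for the 12 deeper male libraries, edgeR). Chow hearts YF5 and YF8 had 133 and 85.6 CPM of Fasn and the other 5 had 28.5 to 45.5 CPM. Acaca, which makes its substrate malonyl-CoA, had -0.79 (adjusted p = 0.58, and 0.00156 with the term). Exact permutation tests on log2 CPM passed in females for Fasn and Acaca (adjusted p = 0.00761 and 0.00544 over 28 tests). Over all males those tests did not pass (adjusted p = 0.622 for either). In males Fasn had -0.80 and Acaca -0.55 over all libraries (adjusted p = 0.725 and 0.746). Within the 12 deeper males, where liver transcripts abound, they had -0.83 and -0.59 (adjusted p = 0.00446 and 0.0133), and within the other 4 -0.45 and -0.29 (adjusted p = 0.751 and 0.71). The diet responses of Fasn and Acaca did not differ between the sexes in the fit of the 4 groups (difference -0.46 and -0.23, adjusted p = 1 for either).
In females 3 of the 34 genes rose, 2 fell and 29 did not pass in the fit of the 4 groups. With the term 17 rose, 13 fell and 4 did not pass, and without the 12 male libraries 19 rose, 13 fell and 2 did not pass. In males 1 rose, 0 fell and 33 did not pass, and with the term 1 rose and 3 fell. The difference between the sexes passed for 0 of the 34, and for 4 with the term.
By pathway, with the term, 6 of 8 inflammation genes rose in females and 0 fell, as did 2 of 3 cholesterol efflux genes, 3 of 3 serine synthesis genes and 6 of 7 cell cycle genes. In females 4 of 4 insulin signaling genes, 3 of 3 genes of fatty acid metabolism and 6 of 6 heart development genes fell with the term. Nrg1, a growth factor of the heart's endothelium and endocardium, had -0.88 in females (adjusted p = 0.0863, and 0.00541 with the term). Robo2, a guidance receptor, had -0.62 and Shc4, an adaptor of receptor kinases, -0.60 (adjusted p = 0.136 and 0.373, and 0.00834 and 0.0108 with the term). The study chose these genes on these samples, so the tallies are not independent evidence of a direction.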

**C.** Differential expressed genes (DEGs) and related pathways in male and female hearts. M, male; F, female; CON, chow diet; HFpEF, HFD + I-NAME diet.

**A**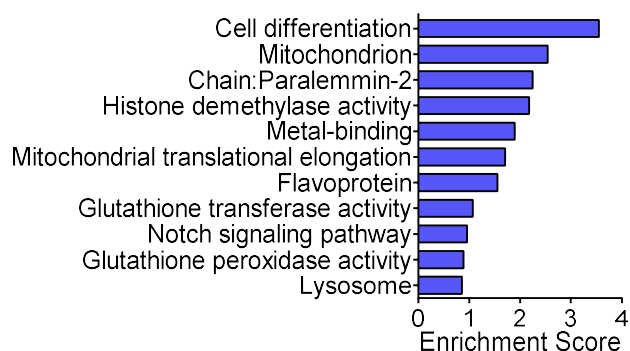**B**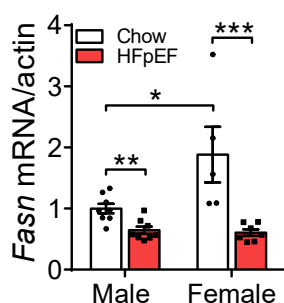**C**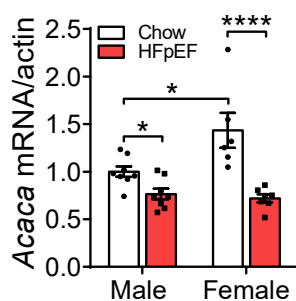

### Supplementary Figure 6. Identification of *Acsf6* as a *cis*-regulator of diastolic function.

**A.** Enriched pathways showing genes that were differentially expressed in male and female patients with heart failure.

**B-C.** qRT-PCR showing mRNA levels of *Fasn* (**B**) and *Acaca* (**C**) in male and female hearts under Chow and HFpEF condition. Each point represents a mouse. All data are presented as the mean  $\pm$  SEM. \* $P < 0.05$ , \*\* $P < 0.01$  by 2-way ANOVA. Male,  $n = 8$ ; female-chow,  $n = 5$  (**B**) or 6 (**C**); female-HFpEF,  $n = 7$ . Source data are provided as a Source Data file. **B**,  $p$  (male) = 0.002;  $p$  (female) = 0.0003;  $p$  (Male-chow/Female-chow) = 0.01. **C**,  $p$  (male) = 0.01;  $p$  (female) < 0.0001;  $p$  (Male-chow/Female-chow) = 0.012.

Supplementary Figure 7

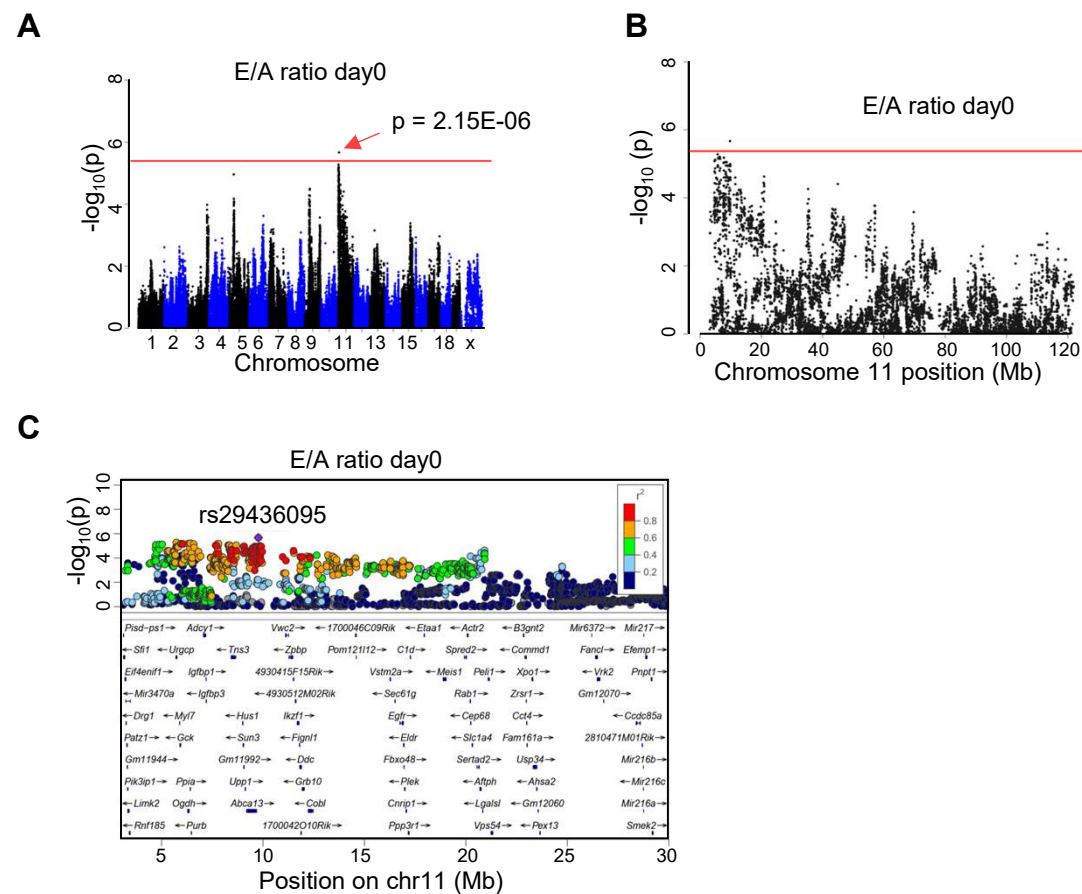

**Supplementary Figure 7. GWAS of E/A ratio in female ISO-HMDP mice.**

**A.** Manhattan plot showing the significance ( $-\log_{10}$  of  $p$ ) of all SNPs and GWAS of E/A ratio at baseline in female mice after 3 weeks of isoproterenol infusion (female ISO-HMDP).

**B.** Regional plots showing GWAS of E/A ratio at baseline and significance ( $-\log_{10}$  of  $p$ ) of all SNPs on chromosome 11. Association  $p$ -values from FaST-LMM are from Wald tests uncorrected for FDR (**A-B**).

**C.** LocusZoom plot for GWAS of E/A ratio at baseline and the nearby SNPs at chromosome 11.

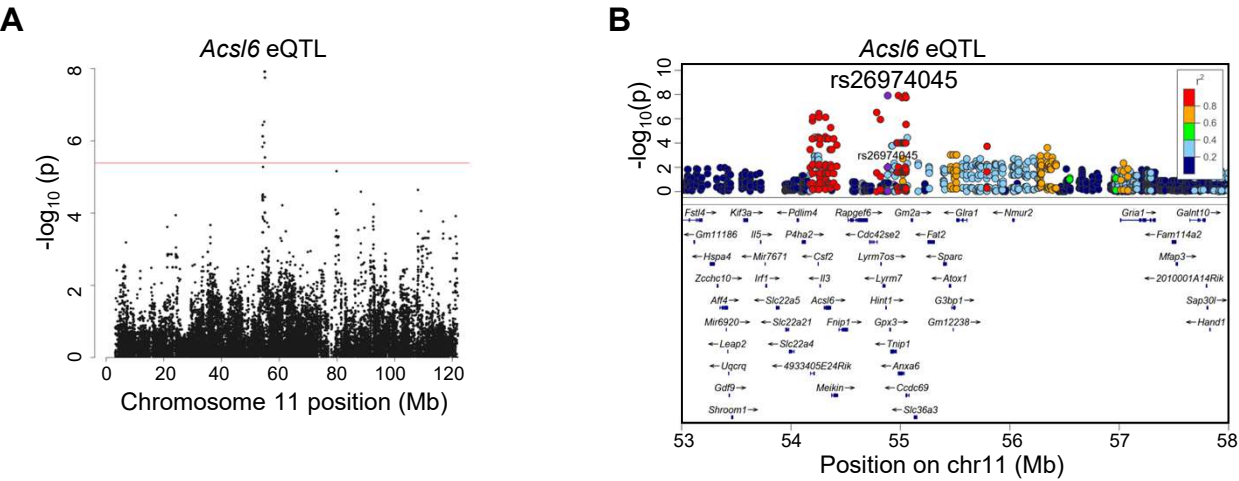

**Supplementary Figure 8. Identification of *Acs/6* as a *cis*-regulator of diastolic function.**

**A.** Regional plots showing heart expression QTL (eQTL) for *Acs/6* and significance ( $-\log_{10}$  of  $p$ ) of all SNPs on chromosome 11.

**B.** LocusZoom plot for *cis*-eQTL associations between *Acs/6* expression and the nearby SNPs at chromosome 11. Association  $p$ -values from FaST-LMM are from Wald tests uncorrected for FDR.

# Supplementary Figure 9

**A**

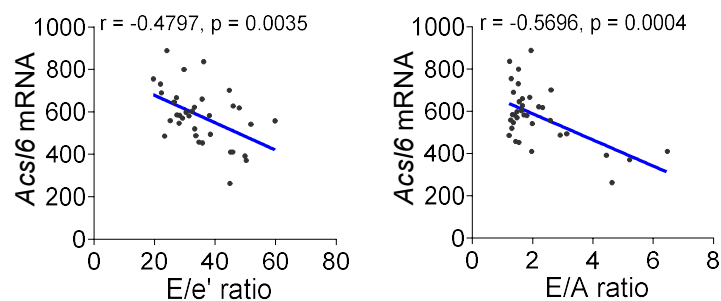

**B**

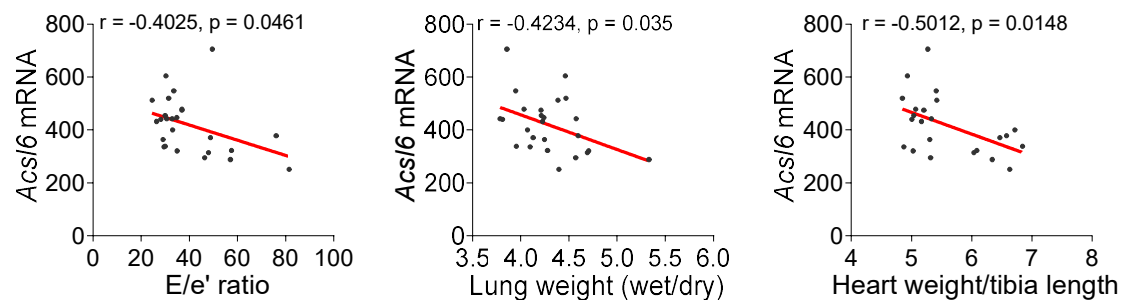

**Supplementary Figure 9. *Acs/6* inversely correlated with diastolic dysfunction in mouse HFpEF model.**

**A-B.** *Acs/6* inversely correlated with parameters of diastolic function in C57BL/6J male (**A**) and female (**B**) mice fed with HFD + I-NAME. Each point represents a mouse. Source data are provided as a Source Data file. p-values are from biweight midcorrelation (bicor) tests.

**A**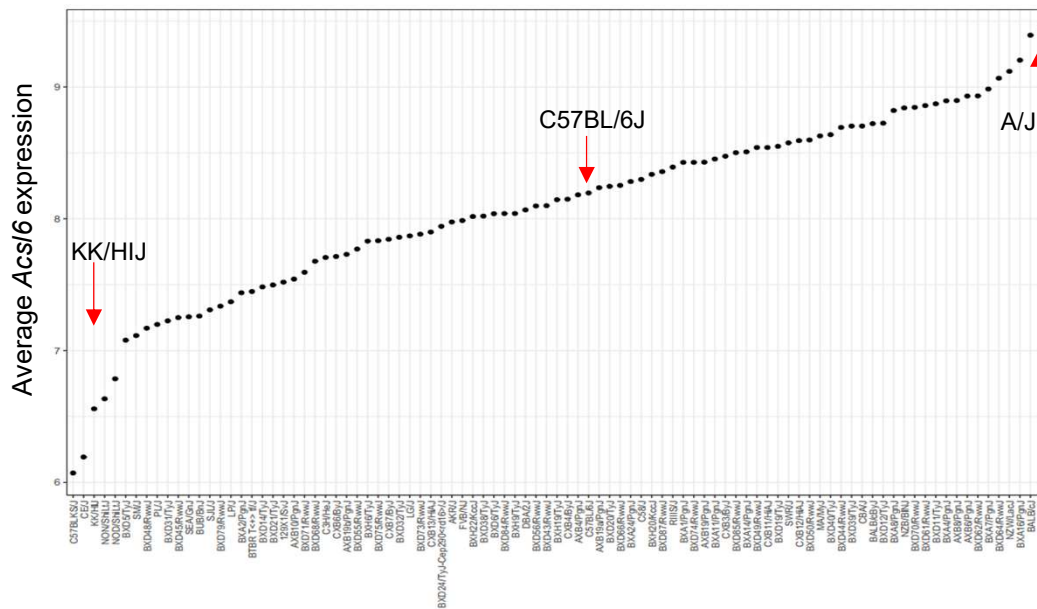**B**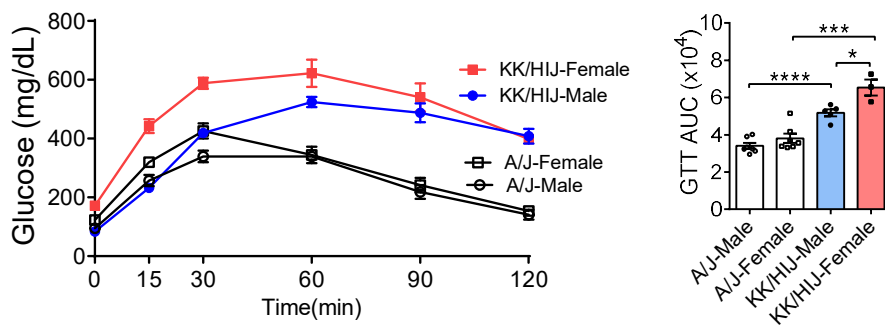**Supplementary Figure 10. *Acs/6* transcripts across female ISO-HMDP.**

**A.** *Acs/6* expression was higher in strain A/J as compared with strain KK/HIJ, and strain C57BL/6J showed an intermediate *Acs/6* expression.

**B.** Glucose tolerance test and area under curve (AUC) in male and female A/J and KK/HIJ strains of mice after 7 weeks of HFD + l-NAME feeding. A/J, n = 7; KK/HIJ-male, n = 5; KK/HIJ-female, n = 3. p (A/J-Male/KK/HIJ-Male) < 0.0001; p (A/J-Female/KK/HIJ-Female) = 0.0004; p (KK/HIJ-Male/KK/HIJ-Female) = 0.014.

Each point represents a mouse. All data are presented as the mean  $\pm$  SEM. \*P < 0.05, \*\*\*P < 0.001, and \*\*\*\*P < 0.0001, by 2-way ANOVA (**B, right**). Source data are provided as a Source Data file.

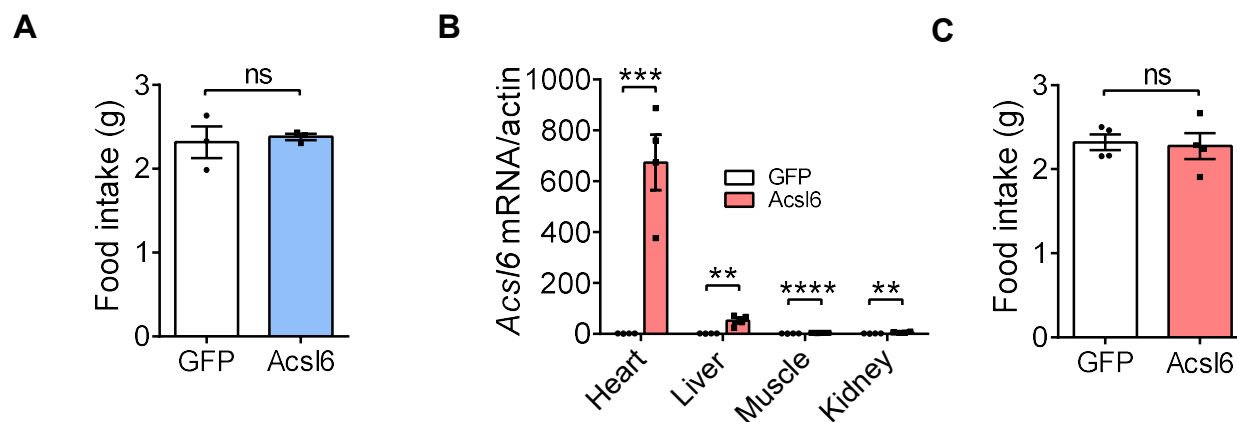

**Supplementary Figure 11. Food intake and *Acs/6* expression in C57BL/6J male and female mice treated with AAV9 and 7 weeks of HFD + I-NAME feeding.**

**A.** Food intake of C57BL/6J male mice treated with AAV9 and 7 weeks of HFD + I-NAME feeding. N = 3.

**B.** qRT-PCR showing relative levels of *Acs/6* mRNA in the heart, liver, skeletal muscle and kidney of C57BL/6J female mice treated with AAV9 and 7 weeks of HFD + I-NAME feeding. mRNA levels were normalized to actin. N = 4. p (heart) = 0.0008; p (liver) = 0.003; p (muscle) < 0.0001; p (kidney) = 0.005.

**C.** Food intake of C57BL/6J female mice treated with AAV9 and 7 weeks of HFD + I-NAME feeding. N = 4.

Each point represents a mouse. All data are presented as the mean  $\pm$  SEM. ns, not significant. \*\*P < 0.01, \*\*\*P < 0.001, and \*\*\*\*P < 0.0001, by two-sided Student's t test. Source data are provided as a Source Data file.

## Supplementary Table 1

### Cardiac function of mice treated with AAV9-GFP or AAV9-AcsI6

| Parameters              | AAV9-GFP       | AAV9-AcsI6    | pvalue (AvsI6 vs. GFP) |
|-------------------------|----------------|---------------|------------------------|
| Female-MV E/A baseline  | 1.479±0.075    | 1.384±0.115   | 0.214                  |
| Female-MV E/A 4 weeks   | 2.830±0.599    | 1.968±0.126   | 0.031                  |
| Female-MV E/A 7 weeks   | 3.172±0.921    | 2.123±0.400   | 0.082                  |
| Female-MV E/e' baseline | 21.278±3.289   | 22.299±2.277  | 0.628                  |
| Female-MV E/e' 4 weeks  | 46.804±3.858   | 29.340±6.199  | 0.003                  |
| Female-MV E/e' 7 weeks  | 46.225±10.491  | 30.475±7.215  | 0.048                  |
| Female-EF baseline      | 60.179±1.958   | 56.663±2.860  | 0.089                  |
| Female-EF 4 weeks       | 55.728±3.442   | 60.846±6.769  | 0.226                  |
| Female-EF 7 weeks       | 54.010±2.49    | 57.381±3.371  | 0.159                  |
| Female-LV Mass baseline | 93.071±6.981   | 87.767±7.702  | 0.347                  |
| Female-LV Mass 4 weeks  | 108.617±7.126  | 96.150±8.001  | 0.043                  |
| Female-LV Mass 7 weeks  | 111.719±12.640 | 97.737±2.333  | 0.068                  |
| Male-MV E/A 7 weeks     | 2.532±0.130    | 1.870±0.121   | 0.010                  |
| Male-MV E/e' 7 weeks    | 44.217±0.884   | 30.279±2.488  | 0.002                  |
| Male-EF 7 weeks         | 60.396±2.730   | 57.859±2.199  | 0.497                  |
| Male-LV Mass 7 weeks    | 129.672±5.453  | 111.602±2.793 | 0.026                  |

p-values are from Student's t-tests uncorrected for multiple comparisons.

# Supplementary material for: Sex differences in heart mitochondria regulate diastolic dysfunction
**Source:** Nat Commun. 2022 Jul 4;13:3850. doi: 10.1038/s41467-022-31544-5
**Supplement:** Supplementary file 2 — Report summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |     |           |
- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
  - ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
  - ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
  - ☐ ☒ A description of all covariates tested
  - ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
  - ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
  - ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
  - ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
  - ☐ ☒ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
  - ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

The data supporting the findings from this study are available within the manuscript and its supplementary information. The RNA sequencing data were deposited to the Gene Expression Omnibus (GEO) database (<https://www.ncbi.nlm.nih.gov/geo/>) under the accession number GSE194198 (HF/HS heart HMDP RNA-seq data) and GSE194151 (HFpEF heart RNA-seq data). Genome Reference Consortium Mouse Build 38 patch release 6 (GRCm38.p6) is released from Ensembl (Ensembl 97: [http://jul2019.archive.ensembl.org/Mus\\_musculus/Info/Index](http://jul2019.archive.ensembl.org/Mus_musculus/Info/Index)). The data that support the findings of this study, including reagents used, statistical methods, gene expression and mapping data are available from the corresponding author upon request. Source data are provided with this paper.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

## Behavioural & social sciences study design

All studies must disclose on these points even when the disclosure is negative.

## Randomization

If participants were not allocated into experimental groups, state so OR describe how participants were allocated to groups, and if allocation was not random, describe how covariates were controlled.

## Ecological, evolutionary & environmental sciences study design

All studies must disclose on these points even when the disclosure is negative.

## Study description

Briefly describe the study. For quantitative data include treatment factors and interactions, design structure (e.g. factorial, nested, hierarchical), nature and number of experimental units and replicates.

## Research sample

Describe the research sample (e.g. a group of tagged *Passer domesticus*, all *Stenocereus thurberi* within Organ Pipe Cactus National Monument), and provide a rationale for the sample choice. When relevant, describe the organism taxa, source, sex, age range and any manipulations. State what population the sample is meant to represent when applicable. For studies involving existing datasets, describe the data and its source.

## Sampling strategy

Note the sampling procedure. Describe the statistical methods that were used to predetermine sample size OR if no sample-size calculation was performed, describe how sample sizes were chosen and provide a rationale for why these sample sizes are sufficient.

## Data collection

Describe the data collection procedure, including who recorded the data and how.

## Timing and spatial scale

Indicate the start and stop dates of data collection, noting the frequency and periodicity of sampling and providing a rationale for these choices. If there is a gap between collection periods, state the dates for each sample cohort. Specify the spatial scale from which the data are taken

## Data exclusions

If no data were excluded from the analyses, state so OR if data were excluded, describe the exclusions and the rationale behind them, indicating whether exclusion criteria were pre-established.

## Reproducibility

Describe the measures taken to verify the reproducibility of experimental findings. For each experiment, note whether any attempts to repeat the experiment failed OR state that all attempts to repeat the experiment were successful.

## Randomization

Describe how samples/organisms/participants were allocated into groups. If allocation was not random, describe how covariates were controlled. If this is not relevant to your study, explain why.

## Blinding

Describe the extent of blinding used during data acquisition and analysis. If blinding was not possible, describe why OR explain why blinding was not relevant to your study.

Did the study involve field work? ☐ Yes ☐ No

## Field work, collection and transport

## Field conditions

Describe the study conditions for field work, providing relevant parameters (e.g. temperature, rainfall).

## Location

State the location of the sampling or experiment, providing relevant parameters (e.g. latitude and longitude, elevation, water depth).

## Access &amp; import/export

Describe the efforts you have made to access habitats and to collect and import/export your samples in a responsible manner and in compliance with local, national and international laws, noting any permits that were obtained (give the name of the issuing authority, the date of issue, and any identifying information).

## Disturbance

Describe any disturbance caused by the study and how it was minimized.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

## Methods

## Antibodies

## Eukaryotic cell lines

Policy information about [cell lines](#)

## Palaeontology and Archaeology

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Human research participants

Policy information about [studies involving human research participants](#)

## Ethics oversight

Identify the organization(s) that approved the study protocol.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Clinical data

Policy information about [clinical studies](#)

All manuscripts should comply with the ICMJE [guidelines for publication of clinical research](#) and a completed [CONSORT checklist](#) must be included with all submissions.

## Clinical trial registration

Provide the trial registration number from ClinicalTrials.gov or an equivalent agency.

## Study protocol

Note where the full trial protocol can be accessed OR if not available, explain why.

## Data collection

Describe the settings and locales of data collection, noting the time periods of recruitment and data collection.

## Outcomes

Describe how you pre-defined primary and secondary outcome measures and how you assessed these measures.

## Dual use research of concern

Policy information about [dual use research of concern](#)

### Hazards

Could the accidental, deliberate or reckless misuse of agents or technologies generated in the work, or the application of information presented in the manuscript, pose a threat to:

No Yes

- ☒ ☐ Public health  
☒ ☐ National security  
☒ ☐ Crops and/or livestock  
☒ ☐ Ecosystems  
☒ ☐ Any other significant area

### Experiments of concern

Does the work involve any of these experiments of concern:

No Yes

- ☒ ☐ Demonstrate how to render a vaccine ineffective  
☒ ☐ Confer resistance to therapeutically useful antibiotics or antiviral agents  
☒ ☐ Enhance the virulence of a pathogen or render a nonpathogen virulent  
☒ ☐ Increase transmissibility of a pathogen  
☒ ☐ Alter the host range of a pathogen  
☒ ☐ Enable evasion of diagnostic/detection modalities  
☒ ☐ Enable the weaponization of a biological agent or toxin  
☒ ☐ Any other potentially harmful combination of experiments and agents

## ChIP-seq

### Data deposition

☐ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).

☐ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

## Data access links

May remain private before publication.

For "Initial submission" or "Revised version" documents, provide reviewer access links. For your "Final submission" document, provide a link to the deposited data.

## Files in database submission

Provide a list of all files available in the database submission.

## Genome browser session

(e.g. [UCSC](#))

Provide a link to an anonymized genome browser session for "Initial submission" and "Revised version" documents only, to enable peer review. Write "no longer applicable" for "Final submission" documents.

## Methodology

## Flow Cytometry

### Plots

Confirm that:

- ☐ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☐ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☐ All plots are contour plots with outliers or pseudocolor plots.
- ☐ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

## Magnetic resonance imaging

### Experimental design

## Acquisition

## Preprocessing

## Statistical modeling & inference

## Models & analysis

How the deposited data were processed for this re-analysis (not part of the article)

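Gene expression was measured by RNA sequencing of heart tissue from 30 C57BL/6J mice: 8 male and 7 female mice on chow, and 8 male and 7 female mice given a high-fat diet and l-NAME (0.5 g/L in drinking water) for 7 weeks. Each library comes from 1 animal. Samples were mapped to the columns of the count table by the part of the sample title after the strain, sex and diet were taken from the sample labels, and 0 columns of values were left unmapped.

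The authors quantified reads against the Ensembl transcripts of GRCm38 with kallisto, and the deposited table holds estimated counts per gene. The step that summed transcripts is not stated. It lists 36558 genes, of which 702 identifiers carry no name. Of all values 33.0% differ from a whole number, and 57.5% of the non-zero ones, compared exactly with a tolerance of 0. Totals differ between libraries, so the table is not scaled to depth. The sequencing protocol's read length and RNA quality limits are in the paper and were not recomputed. Raw reads were not used here.

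Counts were rounded and filtered with edgeR's expression filter on the 4 groups, which keeps 16339 genes. Normalization factors came from the TMM method. A single model with a coefficient per group was fitted to all 30 libraries and tested with edgeR's quasi-likelihood F test for the diet in males, the diet in females, their difference (the interaction of sex and diet), and the difference between the sexes on chow and under HFpEF. Genes are called at a Benjamini-Hochberg adjusted p under 0.05, adjusted over all genes within a comparison. The adjusted p of a gene comes from edgeR unless another tool is named, and that of a gene list from the camera test of limma on voom values. Levels are given as CPM, and log2 CPM uses a prior count of 2. Standard errors of log2 fold changes were taken from the F statistic of the edgeR test.

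Principal components were computed on centred, unscaled log2 CPM of the 16339 genes. The first 4 components were compared between diets and sexes with exact permutation tests, adjusted over 16 tests. Acsl6, Fabp3, Fasn and Acaca were also compared with exact permutation tests of log2 CPM, adjusted over 28 tests. The overlap of the sexes' called genes is given beside the product of their numbers over the number of genes tested. Gene lists, 60 in number, were written for pathways, mitochondrial complexes and cell types from general knowledge, and 59 had at least 3 tested members. They were tested with camera at a preset correlation of 0.01 between genes, with an estimated correlation, and with fry, and adjusted over the lists of a comparison. The correlation was estimated over all libraries of a fit, so in the fit of the 4 groups it takes up the liver transcripts too. The members called were counted over all genes and when adjusted over the list alone.

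Genes named in the text follow a rule. For each comparison it takes the genes called with the smallest p among those with a mean log2 CPM of at least 1, 12 higher and 12 lower for the diets and 8 and 8 for the others. Predicted genes, Riken clones, pseudogenes, olfactory receptors and mitochondrially encoded genes are left out. To these it adds the genes that the paper's text names for this model or labels in Supplementary Fig. 5, and up to 4 members of each list. Values in the paper's figures had been seen when the rule was written. The tests, the lists, the rule and the alternatives with RLE or upper-quartile factors, without the mitochondrially encoded genes, without a filter or with at least 1 CPM in 7 libraries, with DESeq2 on 4 groups or on the groups compared, with edgeR on the groups compared, with limma-voom and quality weights, with a surrogate variable, with the animal number as a block, at an adjusted p under 0.01, without male animals 47 and 49, and without each library in turn were set before the data were examined.

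Depth is 31.0 to 87.4 M counts per library (median 40.6). The methods state a read depth for the HMDP hearts and not for these. Since 12 male libraries hold over 60 M counts together with liver transcripts, further fits were added after the marker values were seen: with a term for those 12 libraries in edgeR, in DESeq2 and in camera, without them, within them, with terms for them and for female animals 3 and 12, and without both. With the term, a difference between the sexes compares the females with the other 4 males, 2 per diet.

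Recovery of known changes was tested on simulated data. Counts were drawn for 16234 genes at the depths and spreads of these libraries, with a log2 change of 0.5 or 1 given to about 100 genes each. Of the changes of 0.5, edgeR recovered 50.0% in males, 36.0% in females and 24.5% for the difference, and of the changes of 1 it recovered 74.0%, 71.0% and 43.0%, with 0 unchanged genes called. With the term these were 69.4%, 58.0% and 46.9% for 0.5, and 91.0%, 81.0% and 73.0% for 1, with 10 of 169, 8 of 147 and 4 of 123 calls unchanged genes. A raised list was found, and 0 of 20 unchanged lists passed. Genes were drawn independently, so this does not test lists whose genes vary together.

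Shared sequence of genes was checked by counting 31-mers in the Ensembl transcripts of GRCm38. Software was R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0, sva 3.50.0, Python 3.11.15, numpy 2.4.6 and matplotlib 3.10.9. RT-qPCR, proteins, physiology, the HMDP hearts and the human hearts were not analysed here.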

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

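The tests of the liver transcripts were chosen after they had been seen, and so were the fits with a term for the 12 deeper male libraries and the choice of Ccdc36.

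Transcripts of liver appear in 12 of the 16 male libraries, a signal the paper does not report. Hepatocyte markers had a median of 59646 CPM there and 24.2 CPM in the other 4 males, led by Alb at 36327 CPM. A difference in depth alone is argued against, since the ratio of CPM was 2465.2 where depth would leave it near 1, and so is the sex or diet of the animals, since within each diet the lowest of the 12 was at least 1416.5 times the highest of the other males. Added reads from liver remain a candidate explanation: raw counts of the cardiomyocyte markers in the 12 were 1.0114 times those in the other 4, while total counts were near 75.0 against 40.3 M. Whether RNA, libraries or reads were joined cannot be read from the counts, and no sorting of cells is described for these hearts.

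Single libraries stood far from the others of their group in 9 of 44 groups tested, where chance marks about 1 in 20. Hepatocyte markers were 71.0 CPM in female HFpEF YF13 (nearest 34.3), and its first principal component was -91.4 (nearest -107). Adipocyte markers were 538.84 CPM in female HFpEF YF12 (nearest 651), and atrial markers 1750.3 CPM in male HFpEF Y14 (nearest 745). Markers of lung epithelium were 51.4 CPM in female chow YF7 (nearest 0.824), 1.35 CPM in female HFpEF YF18 (nearest 0.778) and 0.579 CPM in male HFpEF Y49 (nearest 1.44). The second principal component was 45.7 in female chow YF3 (nearest -10.2) and 37.4 in female HFpEF YF12 (nearest -10.0).

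The difference in diet response between the sexes passed for 99 genes with the term (28 without female YF18 to 180 without female YF3). The edgeR fit of the 4 groups called 0 (874 at an unadjusted p under 0.05), DESeq2 22 and limma-voom 518. With the term, 13 of the 45 genes more positive in females and 20 of the 54 more negative had a modelled heart share under 0.2. It was from 0.2 to under 0.8 for 25 and 31. In all of these a response of liver in males cannot be told apart from one of heart. Cell cycle genes and genes of the ATF4 and amino acid response responded more upward in females than in males, each at adjusted p = 0.0323 by camera with an estimated correlation. With the term these were 0.0982 and 0.00459, and without the 12 libraries 0.796 and 0.398. The median difference of the cell cycle genes went from 0.72 to 0.33 without the 12.

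Ccdc36, on chromosome 9 of GRCm38 from 108403611 to 108428484, had a median of 55.4 CPM in the 14 female libraries and 0.385 CPM in the other 4 males, and the paper does not discuss it. No explanation was tested.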

How the results depend on the processing

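The fits with terms for libraries, within the 12 deeper male libraries or without them were chosen after their values were seen, as was leaving out libraries under the term.

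The paired design was checked first. Animal number as a block for the sex comparisons gave 7335 genes on chow and 9893 under HFpEF, but the numbers do not pair the samples: residuals of animals with the same number correlated at -0.133 to 0.122 in 7 pairs on chow and -0.0699 to 0.293 in 3 pairs under HFpEF.

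Diet calls kept within 1.5 times their number (131 in males, 189 in females) with RLE factors (139 and 171), without mitochondrially encoded genes (132 and 185) and with at least 1 CPM in 7 libraries (150 and 170). They moved further as follows, with shared genes last. Upper-quartile factors gave 67 genes in males, 76 in females and 10 in both. No filter gave 73 genes in males, 98 in females and 21 in both, where more genes enter the adjustment. DESeq2 on 4 groups gave 382 genes in males, 351 in females, 79 in both and 22 for the difference between the sexes. On the groups compared, edgeR gave 39 genes in males, 1206 in females and 20 in both, and DESeq2 285 genes in males, 1609 in females and 85 in both. Limma-voom with quality weights gave 2085 genes in males, 2489 in females, 665 in both and 518 for the difference, and 1 surrogate variable 1171 genes in males, 1131 in females, 312 in both and 10. Without male animals 47 and 49 it was 625 genes in males, 320 in females and 78 in both. Those 2 are the HFpEF males outside the libraries with liver transcripts, so leaving them out unbalances the diets in males. An adjusted p under 0.01 left 47, 48 and 13. The cause of these moves was not tested, apart from the filter and the threshold. The fit of the 4 groups takes each gene's spread from all 30 libraries, the 12 with liver transcripts included. Its female counts thus do not rest on the female libraries alone. In females Fasn had -1.26 and Acaca -0.79 in that fit (standard errors 0.600 and 0.434). In the female libraries alone the values were the same, with standard errors of 0.299 and 0.169.

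The libraries with liver transcripts moved most results. With a term for them the counts were 1872 in males, 1530 in females, 99 for the difference, 1260 and 1554 between the sexes on chow and under HFpEF, and 459 in both. Without them they were 422, 1475, 47, 621, 1014 and 158, with 2 males per diet left, and within them alone males gave 1088. DESeq2 with the term gave 2379, 1692, 331, 1578, 1818 and 582. Terms for those 12 and for female animals 3 and 12 gave 2462, 2005, 214, 1998, 2282 and 648, and leaving out both sets 1175, 2271, 229, 1453, 2319 and 458. Without the 12 and male animals 47 and 49, females gave 1300 and the sexes on chow 497. Why the counts rise with the term was not tested further.

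Of 10330 genes called between the sexes on chow, 829 were also called with the term, 725 of them in the same direction, and of 10440 under HFpEF 977 and 894. Upper-quartile factors move the median log2 difference between the sexes from -0.0167 to 0.20 on chow and from -0.021 to 0.22 under HFpEF and raise the share of calls higher in females from 44.9% to 63.6% and from 44.0% to 65.1%. In males they lower the share of calls that rose from 57.3% to 31.3%.

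Directions reversed as follows, in the order term, without the 12, DESeq2 with the term, both terms, and without both sets. Female minus male on chow, Acsl6 went from 0.32 to -0.34, -0.33, -0.34, -0.33, -0.31, Fabp3 from 0.41 to -0.28, -0.34, -0.28, -0.27, -0.35, Fasn from -3.19 to 0.43, 0.58, 0.43, 0.48, 0.69 and Acaca from -2.24 to 0.18, 0.30, 0.19, 0.22, 0.34. Without the 12 and male animals 47 and 49 these were -0.33, -0.34, 0.57 and 0.29. Under HFpEF, Fabp3 went from 0.50 to -0.23, -0.16, -0.22, -0.21, -0.13. Fabp3 under HFpEF also lost its call (adjusted p = 0.0338, up to 0.0674) without 1 of female YF15 and YF20 or male Y10 to Y14 and Y16. With limma-voom, Acsl6 under HFpEF went from -0.07 to 0.28 (adjusted p = 0.00142). The diet response of G6pdx in males went from -0.88 to 0.0456 without the 12 and 0.0438 without both sets. Fasn and Acaca are liver enzymes too, and leaving out the libraries with liver transcripts, or a term for them, is what reversed them. For Acsl6 with limma-voom the cause was not tested.

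For single genes, 3906 comparisons with an alternative kept direction and side of the threshold, 267 gained the threshold, 127 lost it and 32 reversed.

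The correlation of the sexes' responses (0.135) was 0.0202 without a filter and 0.274 with edgeR on the groups compared. Of 59 lists, 10 passed in males, 16 in females, 18 for the difference, 30 between the sexes on chow and 24 under HFpEF. With an estimated correlation these were 0, 1, 2, 1 and 1, and with fry 2, 4, 0 and, under HFpEF, 39. Under HFpEF the term left 6 and leaving out the 12 left 10. The first principal component held 93.3% of the variance on genes called in any comparison, 56.6% after scaling to unit variance, 92.7% after the variance stabilizing transformation, 97.8% on the 500 most variable genes and 16.4% without the 12, against 88.8%.

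Leaving out 1 library at a time gave 85 to 182 genes in males, 78 to 229 in females, 0 to 2 for the difference, 9491 to 11269 and 9647 to 11236 between the sexes, and 22 to 46 in both, with correlations of 0.0952 to 0.163. Male Y12 (85), and for the difference Y47 (2), moved their counts by over 1.5 times. In females these were YF2 (117), YF4 (121), YF5 (96), YF6 (113), YF7 (111), YF8 (101), YF9 (109), YF11 (87), YF13 (106), YF18 (78) and YF20 (106). For shared genes they were YF2 (27), YF4 (24), YF5 (27), YF8 (23), YF9 (26), YF11 (25), YF13 (26), YF18 (22) and YF20 (24). With the term, leaving out 1 of the other 18 libraries gave 1546 to 2171 in males, 1070 to 1812 in females, 28 to 180 for the difference, 756 to 1471 on chow and 954 to 1835 under HFpEF. There YF2 (55), YF3 (180), YF5 (39), YF6 (49), YF7 (36), YF9 (57), YF11 (45), YF12 (169), YF13 (64), YF18 (28) and YF20 (43) moved the difference, Y8 (756) the chow count, and Y47 (977) and Y49 (954) the HFpEF count.

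Libraries were also split into groups of the same sizes at random, 100 splits with the real one included. For the diet in males, 7 of 100 splits gave at least 131 genes (highest other 6664). Unlike the real split, the others were not held to equal numbers of the 12 libraries per diet. They cannot decide, and chance is not excluded there. How the splits with many calls divided the 12 libraries was not examined. In females 1 of 100 splits, the real one, gave as many as 189 (highest other 2). For the difference between the sexes all 100 gave at least 0 (highest other 9210). Between the sexes 1 of 100 gave 10330 on chow (highest other 2952) and 1 of 100 gave 10440 under HFpEF (highest other 9246). With the term, 1 of 100 gave 1872 in males (highest other 43) and 1 of 100 gave 1530 in females (highest other 302). So chance is excluded at 0.05 for these counts, for the diet in females and for both sex differences. Since all 12 libraries are male, the splits between the sexes do not tell sex from those libraries. For the difference with the term, 2 of 100 gave 99 (highest other 99). Those splits also remove a diet response shared by the sexes, so they cannot decide on chance for the difference.

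In simulated data at these depths the fit of the 4 groups recovered 50.0% of log2 changes of 0.5 in males and 36.0% in females, and for the difference 24.5%. With the term these were 69.4%, 58.0% and 46.9%. No other depth was simulated.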

Differences from the paper's values

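The fits with a term for the 12 deeper male libraries named here were chosen after seeing the values. Counts are set beside the paper's at its threshold, a false discovery rate under 0.05, which the paper applied with DESeq2.

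The paper reports 2770 genes changed by HFpEF in males, and 131 were called here. Of the alternatives set before the data were examined, limma-voom with quality weights (2085) comes within 1.5 times of the paper's count, and the others do not. DESeq2 with a term (2379) and terms for the 12 and for female animals 3 and 12 (2462), chosen after seeing the values, also do, as does edgeR with the term at 1872.

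The paper reports 1714 genes in females, and 189 were called here. Of the alternatives set before the data were examined, edgeR on the groups compared (1206), DESeq2 on the groups compared (1609) and limma-voom (2489) come within 1.5 times, and the others do not. Also within 1.5 times, each chosen after seeing the values, were edgeR with the term (1530), DESeq2 with the term (1692), terms for the 12 and for female animals 3 and 12 (2005), and edgeR without the 12 (1475), without the 12 and those 2 females (2271) and without the 12 and male animals 47 and 49 (1300).

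The paper reports 775 genes changed in both sexes, and 41 were shared here. Of the alternatives set before the data were examined, limma-voom (665) comes within 1.5 times, and the others do not. DESeq2 with the term gave 582 and the fit with both terms 648, each chosen after seeing the values. How many of the paper's own called genes these fits drop is not known, since the full lists were not used here.

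The paper's first principal component holds about 29% of the variance in Fig. 5A and its second about 6.3%, read by eye. Here they hold 88.8% and 1.27%. The paper used called genes only. Of the alternatives set before the data were examined, scaling each gene to unit variance brings the second component (5.73%) within 1.5 times of the paper's, and the others do not. For the first component none does.

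The other values set side by side are log2 ratios, from the individual RT-qPCR values of the paper and from the counts here. Whether both used the same hearts is not stated in the sources used here. The paper's error is the standard error of the difference of its log2 values, computed here. For Acsl6 the paper's RT-qPCR gives -0.11 for HFpEF against chow in males, and the counts give 0.061, of opposite sign but within the larger of the 2 standard errors. Of the alternatives set before the data were examined, leaving out male animals 47 and 49 (-0.25), male Y3 (-0.01), Y47 (-0.06) or Y49 (-0.07) has the paper's sign and lies within the larger of the 2 standard errors, and the others do not. Y47 and Y49 are the 2 HFpEF males outside the 12 deeper libraries, and had 14.7 and 15.0 CPM of Acsl6 against a mean of 7.54 in the other 6, so leaving them out of HFpEF alone unbalances the diets. In fits that keep the diets balanced, chosen after seeing the values, Acsl6 stayed positive at 0.06 with the term, 0.08 without the 12 and 0.03 within them. Female minus male, the paper's RT-qPCR gives -0.67 on chow and -0.80 under HFpEF for Acsl6, and the counts give 0.32 and -0.070. For Fabp3 the paper's values are -0.18 and -0.044, and the counts give 0.41 and 0.50. For Fasn the paper's values are 0.79 and -0.083, and the counts give -3.19 and -3.65. For Acaca the paper's values are 0.49 and -0.076, and the counts give -2.24 and -2.48. No alternative set before the data were examined closes any of these differences between the sexes.

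With the term for the 12 libraries, chosen after seeing the values, the sex differences on chow and under HFpEF are -0.34 and -0.73 for Acsl6, -0.28 and -0.23 for Fabp3, 0.43 and -0.10 for Fasn, and 0.18 and -0.10 for Acaca.

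The paper states that Acsl6 is lower in female than in male hearts across the HMDP, and that it falls further with HFpEF. The HMDP hearts were not analysed here, so the counts do not test the statement for that panel. The paper's RT-qPCR of Acsl6 in the strain sequenced here is set beside the counts above. In the counts the sexes did not differ at the threshold over all libraries (adjusted p = 0.133 on chow and 0.753 under HFpEF), and Acsl6 was lower in females in the fits with the term and without the 12 libraries. The paper states that Fasn and Acaca are lower in female than in male hearts. Over all libraries the counts give that direction, with the liver transcripts of the 12 libraries in the male values. With the term neither gene passed (adjusted p = 0.446 and 0.63 on chow, and 0.886 and 0.812 under HFpEF, edgeR). On chow the differences were then 0.43 and 0.18, higher in females. The paper's RT-qPCR means on chow were also higher in females, 1.88 for Fasn and 1.43 for Acaca against 1 in males. Under HFpEF they were lower in females, 0.606 against 0.645 and 0.720 against 0.764.

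The paper places Serpina1a, a gene of liver, among those that fell in males in Supplementary Fig. 5A, at about -4.5, read by eye. Here its log2 fold change in males was -0.01 and did not pass. The paper places Ccl21a among those that fell in females in Supplementary Fig. 5B, at about -21, read by eye, and here it was 0.14 and did not pass.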

Other observations

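The tests of adipose tissue and of Gm28439, and the fits with a term for the 12 deeper male libraries, were chosen after the results were seen.

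Between the sexes, 4635 genes were higher in females and 5695 lower on chow, and 4589 higher and 5851 lower under HFpEF. The coefficient of the 12 libraries for a gene, set against the median coefficient of the cardiomyocyte markers, gives a modelled share of its counts from heart in those libraries, which does not measure where they came from. On chow this share was under 0.2 for 2176 of the lower genes and 3 of the higher, and at least 0.8 for 21 of the lower and 2058 of the higher. Under HFpEF it was under 0.2 for 2176 and 3, and at least 0.8 for 10 and 2177. With the term, 702 were higher and 558 lower on chow, and 703 and 851 under HFpEF. Among genes called in every one of these fits were Tmem164 on the X chromosome (1.13 on chow and 1.10 under HFpEF, 1.02 and 0.90 without the 12), Elp6 (2.54 and 2.41, 1.87 and 2.02 without the 12) and Lrrc17 (2.33 and 2.47, 1.46 and 1.96 without the 12). Srxn1, which reduces peroxiredoxins, was lower in females (-1.13 and -0.87, -0.75 and -0.82 without the 12). Without the 12, 2 males per diet remain. Gm28439, described below, also sets every male library apart from the females other than animals 3 and 12. These values thus do not tell sex from another difference between the male and female libraries.

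Of the 36 nuclear genes of complex I, 34 were higher in females on chow and 33 under HFpEF (adjusted p = 2.41e-08, and adjusted p = 0.567 with an estimated correlation on chow). With the term 0 passed on chow, the median went from 0.44 to 0.09, and the list was tested upward in females (adjusted p = 0.0137, and adjusted p = 0.796 with an estimated correlation). Without the 12 libraries the median was 0.0071 (adjusted p = 0.676, and adjusted p = 0.989 with an estimated correlation). Under HFpEF the list had adjusted p = 7.82e-08, and adjusted p = 0.637 with an estimated correlation. With the term the median there went from 0.41 to 0.037 (adjusted p = 0.351, and adjusted p = 0.93 with an estimated correlation), and without the 12 to 0.11, tested upward (adjusted p = 0.0144, and adjusted p = 0.915 with an estimated correlation). For the diet, the lists of nuclear genes of complexes I to V did not pass, which does not show that no member moved. Their adjusted p by camera in males was 0.634, 0.54, 0.794, 0.794 and 0.889, and in females 0.975, 0.84, 0.975, 0.956 and 0.567.

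The 13 mitochondrially encoded mRNAs had a median log2 fold change of 0.32 in males (adjusted p = 8.81e-05, and adjusted p = 0.972 with an estimated correlation) and 0.21 in females (adjusted p = 5.43e-04, and adjusted p = 0.912 with an estimated correlation), with 0 members called in edgeR over all genes or over the list alone. PPAR alpha targets were tested upward in males (adjusted p = 0.00729, and adjusted p = 0.626 with an estimated correlation) and in females (adjusted p = 6.09e-04, and adjusted p = 0.155 with an estimated correlation). Of 40 cytosolic ribosomal proteins 0 passed in males over all genes (2 lower adjusted over the list alone), and the list was tested downward there (adjusted p = 6.15e-12, and adjusted p = 0.884 with an estimated correlation), with a difference between the sexes (adjusted p = 1.37e-11, and adjusted p = 0.449 with an estimated correlation). Of 10 macrophage markers, 1 fell in males and 0 rose (9 lower adjusted over the list alone; adjusted p = 6.41e-08, and adjusted p = 0.547 with an estimated correlation), and the sexes differed (adjusted p = 1.32e-08, and adjusted p = 0.308 with an estimated correlation). Atrial markers, 10 genes, were tested downward in males (adjusted p = 0.0341, and adjusted p = 0.972 with an estimated correlation) and upward in females (adjusted p = 0.0215, and adjusted p = 0.912 with an estimated correlation), with 0 called in edgeR.

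In females the interferon response (adjusted p = 0.00118, and adjusted p = 0.912 with an estimated correlation), extracellular matrix and fibrosis (adjusted p = 0.00969, and adjusted p = 0.993 with an estimated correlation) and cardiac stress and fetal program (adjusted p = 4.44e-04, and adjusted p = 0.821 with an estimated correlation) lists were tested upward, and the unfolded protein response downward (adjusted p = 0.0485, and adjusted p = 0.993 with an estimated correlation). The difference between the sexes in the last was adjusted p = 2.94e-04, and adjusted p = 0.787 with an estimated correlation.

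A hypothesis was that the lower Fasn and Acaca of female HFpEF hearts might come from adipose tissue in some female chow hearts. In a fit of the 14 female libraries with the mean of 10 adipocyte markers as a covariate, tested with edgeR, the log2 fold change of Fasn went from -1.26 (standard error 0.299) to -1.4075 (standard error 0.158, adjusted p = 2.85e-04) and that of Acaca from -0.79 to -0.89911 (adjusted p = 8.07e-04). This argues against a difference in the amount of adipose tissue as the whole cause. The covariate has the same effect on both diets, so the fit cannot tell a diet response within adipocytes from one in other cells. With Adipoq alone as the covariate, the values were -1.39 (standard error 0.155, adjusted p = 2.48e-04) for Fasn and -0.89 (adjusted p = 9.96e-04) for Acaca. Among chow hearts, YF5 and YF8 held the most Adipoq (2.98 and 3.94 CPM) and the most Fasn (133 and 85.6 CPM), while HFpEF hearts YF9 and YF13 held 3.09 and 2.90 CPM of Adipoq with 28.9 and 27.1 CPM of Fasn. Adipose tissue as a part of the spread on chow stays open. An effect of the diet on these genes within the heart stays open, as untested.

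Gm28439, an unprocessed pseudogene on chromosome 1 of GRCm38 from 24611535 to 24612410, had 864 to 2302 CPM in male libraries, 4929.9 to 5820 CPM in female animals 3 and 12, and at most 0.000133 CPM in the other 12 females. The sex of the animals is argued against, since females 3 and 12 hold the highest values. Of the 846 31-mers of Gm28439, 846 are also in mt-Nd4, which holds for every library alike and so does not tell why the libraries differ. What sets females 3 and 12 apart was not tested.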
